# Cfa-circ002203 was upregulated in rapidly paced atria of dogs and involved in the mechanisms of atrial fibrosis

**DOI:** 10.3389/fcvm.2023.1110707

**Published:** 2023-08-01

**Authors:** Wenfeng Shangguan, Tianshu Gu, Rukun Cheng, Xing Liu, Yu Liu, Shuai Miao, Weiding Wang, Fang Song, Hualing Wang, Tong Liu, Xue Liang

**Keywords:** atrial fibrillation, atrial fibrosis, high-throughput sequencing, bioinformatics, cfa-circ002203

## Abstract

**Background and aims:**

The role of circular RNAs (circRNAs) in the pathophysiology of cardiovascular disease is gradually being elucidated; however, their roles in atrial fibrillation (AF)-related fibrosis are largely unknown. This study aimed to characterize the different circRNA profiles in the rapid-pacing atria of dogs and explore the mechanisms involved in atrial fibrosis.

**Methods:**

A rapid right atrial-pacing model was established using electrical stimulation from a pacemaker. After 14 days, atrial tissue was collected for circRNA sequencing analysis. *In vitro* fibrosis was established by stimulating canine atrial fibroblasts with angiotensin II (Ang II). The fibroblasts were transfected with siRNA and overexpressing plasmids to explore the effects of cfa-circ002203 on fibroblast proliferation, migration, differentiation, and the expression of fibrosis-related proteins.

**Results:**

In total, 146 differentially expressed circRNAs were screened, of which 106 were upregulated and 40 were downregulated. qRT-PCR analysis showed that cfa-circ002203 was upregulated in both *in vivo* and *in vitro* fibroblast fibrosis models. The upregulation of cfa-circ002203 enhanced proliferation and migration while weakening the apoptosis of fibroblasts. Western blotting showed that cfa-circ002203 overexpression increased the protein expression levels of fibrosis-related indicators (Col I, Col III, MMP2, MMP9, and α-SMA) and decreased the protein expression levels of pro-apoptotic factors (Bax and Caspase 3) in Ang II-induced fibroblast fibrosis.

**Conclusion:**

Cfa-circ002203 might serve as an active promoter of the proliferation, migration, and fibrosis of atrial fibroblasts and is involved in AF-induced fibroblast fibrosis.

## 1. Introduction

Atrial fibrillation (AF) is the most common arrhythmia and is associated with heart failure, which leads to high morbidity and mortality (1). The long-term persistence of AF may result in the remodeling and deposition of atrial fibrous tissue. Cardiac fibrosis is one of the major factors resulting in cardiac remodeling in patients with AF (2, 3). In addition, endomysial fibrosis is the strongest determinant of AF complexity compared with other structural alterations (4). Cardiac fibrosis is characterized by notable changes in the synthesis and degradation of collagen I and III, the main components of the extracellular matrix (ECM), and the malfunction of matrix metalloproteinases (MMP2 and MMP9) (5). The cellular and molecular mechanisms underlying the development of cardiac fibrosis have not been completely elucidated. Studies have indicated that phenotypic changes in cardiac fibroblasts, a class of small fusiform cells that control the composition and structure of the ECM, contribute to AF-induced cardiac fibrosis. When activated by pro-fibrotic stimulation, such as mechanical stress, and growth factors, such as angiotensin II (Ang II), fibroblasts proliferate and differentiate into a secretory phenotype, namely myofibroblasts, with α-smooth muscle actin (α-SMA) expression acting as a marker of the myofibroblast phenotype (6). Consequently, cardiac fibrosis might directly involve in the occurrence and perpetuation of AF and its related disease.

Cellular circular RNAs (circRNAs) are a class of stable, single-stranded RNAs with covalently closed head-to-tail circularized transcripts (7). Owing to improvements in RNA sequencing and bioinformatics tools, thousands of circRNAs in various organisms have been identified. CircRNAs play an important role in the pathogenesis of heart disease, as previous studies have revealed that they play regulatory roles in heart failure (8, 9) and pathological hypertrophy (10). For example, Ni et al. found that circHIPK3 inhibited Ang II-induced cardiac fibrosis by sponging miR-29b-3p (11). In a diabetic db/db mouse model, circRNA_010567 was found upregulated and knockdown of circRNA_010567 could reduce synthesis of Col I, Col II and α-SMA in Ang II-treated cardiac fibroblasts (12). Wu et al. uncovered that circYAP was significantly decreased in the hearts of patients with cardiac hypertrophy and the pressure overload mouse model (13). Most of these studies based on cells or mice. Our research group previously performed circRNA sequencing analysis in the atrial tissue of a rapid atrial pacing dog model and screened several differentially expressed circRNAs (14), indicating that they may be involved in the pathology of AF and fibrosis. Based on this, this study focuses on the function of the molecular mechanism of circRNA's involvement in the fibrosis of atrial fibroblasts. Given the extensive influence of circRNAs on the activity of microRNA (miRNA), there is great interest in understanding the effect of circRNAs on the gene regulatory functions of miRNAs (15). In this molecular mechanism, circRNAs act as sponges and compete with miRNAs to bind to the untranslated regions of messenger RNA (mRNA) and regulate the expression of target genes. As post-transcriptional regulators, circRNAs participate in mammalian physiological and pathological processes. Each circRNA acts as a competing endogenous RNA (ceRNA) with multiple miRNAs, generating a complex and fine-tuned system that regulates the pathology of diseases.

Based on the above information, the objective of this study was to identify circRNAs associated with AF in dogs by producing an interaction network diagram of circRNA-miRNA-mRNA and performing qRT-PCR verification, and to further identify the role of circRNAs in fibroblast inflammation, proliferation, and fibrosis in an *in vitro* atrial fibroblast fibrosis model induced by Ang II.

## 2. Methods

### 2.1. Rapid right atrial pacing model establishment

This study was conducted in compliance with the ARRIVE guidelines and approved by the Laboratory Animal Ethics Committee of the Institute of Radiation Medicine, Chinese Academy of Medical Sciences (approval number: IRM-DWLL-2019018).

Twelve healthy mongrel dogs of either sex weighing between 12 and 14 kg were randomly divided into two groups, a control group (*n* = 6) and an AF group (*n* = 6) with the established rapid right atrial pacing model. After randomization, sex and body weight were equally distributed between the two groups by artificial adjustment to reduce system errors. The dogs were fasted for 12 h and anesthetized with an intravenous injection of 3% (w/v) isopentobarbital sodium (dissolved in normal saline, 30 mg/kg) into the right upper limb. After endotracheal intubation, an ALC-V8 animal ventilator (tidal volume 12–15 ml/kg, frequency 25 bpm; Shanghai Alcott Biotech Co., Ltd, Shanghai, China) was connected to maintain mechanical ventilation. The dog was fixed in the supine position on the operating table, and their electrocardiography (ECG), blood pressure, and oxyhemoglobin saturation were monitored using a multichannel electrophysiological system (Shanghai Hongtong Industrial Co. Ltd., Shanghai, China) during anesthesia before and after 14 days of pacing. A longitudinal incision of 3 cm was made on the right side of the middle of the trachea, a modified pacemaker electrode (St. Jude Medical, St. Paul, MN, USA) was inserted along the external jugular vein into the right atrium, and electrical stimulation of 5 V and 200 bpm was applied using an electrophysiological stimulator (Suzhou Oriental Electronic Instrument Factory, Suzhou, China). The pacing frequency was adjusted to 500 bpm, and the electrode was fixed when the pacing was good. A surgical incision was made in the interscapular region and a pacemaker pocket was buried subcutaneously. Electrical stimulation with a pacing voltage of 5 V, pulse width of 0.2 ms, and frequency of 500 bpm was applied continuously. The control group underwent the same operation as described above, with pacemaker placement, but no electrical stimulation. Aseptic procedures were strictly followed during the operation, and antibiotics (1 g of cefuroxime sodium dissolved in 50 ml of normal saline) were administered to each dog by an intravenous drip three times a day for 3 days after the operation to prevent pacemaker pocket infection.

After 14 days of pacing, the anesthetized dog was fixed on the operating table, the pacing electrode was removed, and the mapping electrodes (diameter:1.5 mm; distance between poles:1.5 mm) were stitched onto the left and right atrial epicardia and four limbs to monitor the atrial epicardial electrocardiography and limb-lead electrocardiography using a multi-channel electrophysiological recorder. AF susceptibility was assessed according to preprocedural cardiac stimulation (S1S2). AF was induced by four times the threshold and 600 bpm rapid stimulation for 2 min, and was regarded as successful when the electrocardiogram sinus *P* wave was replaced by a rapid and disorderly fibrillation wave and the duration of this electrical activity disorder was more than 1 s.

### 2.2. Tissue preparation for sequencing

The dogs were euthanized by an intravenous injection of overloaded 3% isopentobarbital sodium (85 mg/kg). The hearts of the experimental dog in each group were quickly removed and washed with pre-cooled phosphate-buffered saline (PBS) at 4°C. The right atrium was separated and weighed. The right atria of three dogs from each group were randomly fixed in 10% neutral formalin for histomorphological examination. The remaining tissue of the right atrium was placed in a cryopreservation tube and stored at −80°C for qRT-PCR detection. The remaining three atrial tissues of dogs were washed with pre-cooled PBS solution at 4°C and then placed in a cryopreservation tube and stored in the refrigerator at −80°C until the total RNA was extracted for high-throughput sequencing.

### 2.3. Hematoxylin-Eosin (HE) staining and Masson staining

HE staining and Masson staining were performed using a HE staining kit (Solarbio, Beijing, China) and Masson staining kit (Solarbio, Beijing, China), respectively, on the right atria fixed in 10% neutral formalin. Briefly, the atria were dehydrated using an ethanol gradient, cleared with xylene, and embedded in paraffin. The paraffin-embedded atria were cut into 5-µm sections and dewaxed with xylene, hydrated with an ethanol gradient, and stained with hematoxylin and eosin or Masson trichrome. The sections were observed under an optical microscope (Olympus, Tokyo, Japan) at a magnification of 200×.

### 2.4. High-throughput sequencing

The total RNA was isolated using Trizol Reagent (Invitrogen, Carlsbad, CA, USA) and resuspended in sterile water for RNA quality control. The RNA purity is suitable for sequencing when the OD260/OD280 value ranges from 1.8 to 2.1. Ribosomal RNAs (rRNAs) were removed using RiboZero rRNA removal kits (Illumina, San Diego, CA, USA). A circRNA sequencing library was constructed using the TruSeq Stranded Total RNA Library Prep Kit (Illumina, San Diego, CA, USA). Library quality control was performed using a BioAnalyzer 2,100 instrument. CircRNA sequencing was performed in the two-terminal mode on an Illumina HiSeq 4,000 sequencer (Illumina, San Diego, CA, USA). Q30 was the quality control standard, and Q30 > 80% indicates good sequencing quality. Cutadapt software (version 1.9.3) was used to remove connectors and obtain high-quality reads for statistical analysis.

For circRNA expression profile screening, clean reads were compared with the dog reference genome (UCSC canFam3) using Bowtie2 software, and, under the guidance of Ensembl Transcriptome GTF files, find_circ software (7) was used for circRNA detection. The number of spliced reads reflects the abundance of circRNAs. The identified circRNAs were annotated using the circBase database (16) according to their genomic locations. In this study, the standardized reads number was used to screen differentially expressed circRNAs between two groups with multiple changes of ≥2.0 and *P* ≤ 0.05 as the threshold of differential circRNAs. The differentially expressed circRNAs screened from the atrial tissue were analyzed by clustering with fragments per kilobase of exon model per million mapped fragment values using the heatmap2 function of R. A circRNA-miRNA-mRNA network diagram was constructed using Cytoscape software based on the binding information available in online databases, including TargetScan, miRNet, and ENCORI (Starbase V3.0), and the relationship between them was visualized.

### 2.5. Culture of atrial fibroblasts

The myocardial tissue from the posterior wall of the right atrium was cut into 1 × 1 × 1-cm pieces. After the residual blood was washed with PBS, the pieces were placed in Petri dishes in RPMI-1640 medium. The tissue was digested with 0.125% trypsin, prepared into a suspension, and cultured in a culture flask at 37°C. After 1.5 h of culturing, the medium was replaced with fresh medium every other day. Cells were passaged at the logarithmic growth stage until they reached 90% confluence. The mixture in the culture flask was digested with 0.25% trypsin. When the cells became spherical, PBS was added to stop the digestion. The cell suspension was centrifuged at 1,500 rpm for 5 min, and the cell precipitate was suspended. The cells were passaged at a ratio of 1:2 and cultured in a cell incubator. Two to three generations of fibroblasts were used in subsequent experiments.

### 2.6. *In vitro* Ang-II induced fibroblast fibrosis

The fibroblasts were maintained in RPMI-1640 (supplemented with 10% fetal bovine serum, 2 mm L-glutamine, 100 U/ml penicillin G, and 100 µg/ml streptomycin) (Invitrogen, Carlsbad, CA, USA) and cultured at 37°C in a humidified incubator with 5% CO_2_ (Thermo Fisher, Waltham, MA, USA). Fibroblasts were seeded in a six-well plate at 5 × 10^4^ cells/well. After 12 h of culture, the medium was replaced with the L-15 basic medium without serum and penicillin-streptomycin (Gibco, Carlsbad, CA, USA). After 12 h of culture, 5.0 µmol/L angiotensin II (AngII) (ab120183, Abcam, Waltham, MA, USA) was added to stimulate the fibroblasts. The cells were collected at various time points for subsequent detection.

### 2.7. Cell transfection

The cells were seeded in six-well plates at a density of 2 × 10^6^ cells/well, and basic culture medium without penicillin–streptomycin was added to each well. When the cells grew to about 80% confluence, 200 pmol of siRNA or 4 µg of pcDNA3.1+ plasmid (Invitrogen, Carlsbad, CA, USA) plus 10 µl of lipofectamine™2000 (Invitrogen, Carlsbad, CA, USA) were added to each well. The six-well plate was placed in a cell incubator at 37°C for 6–8 h and then replaced with complete medium. Twenty-four hours after transfection, Ang II was added and the cells were collected after 24 h for subsequent tests.

### 2.8. Western blot

To each well of six-well plates, 200 µl of prepared cell lysate was added (radio immunoprecipitation assay: phenylmethanesulfonyl fluoride = 100:1) and the plates were shaken slowly at 4°C for 30 min. Protein samples were obtained by centrifugation, quantified using a bicinchoninic acid kit (Sigma-Aldrich, St. Louis, MO, USA), and loaded into sodium dodecyl sulfate polyacrylamide gel electrophoresis mixed with loading buffer. Proteins were transferred from the gels to the polyvinylidene fluoride (PVDF) membranes using a Bio-Rad Trans-Blot Turbo system (Hercules, CA, USA). After transfer, the PVDF membrane was placed in 5% defatted milk powder dissolved in TBST-Tween-20, blocked at room temperature for 1 h, and incubated overnight with primary antibodies. On the second day, the rinsed PVDF membranes were immersed in the secondary antibodies and incubated at room temperature for 1 h. Enhanced chemiluminescence was added to the PVDF membrane and developed and photographed using a Gel Imaging System. Detailed information on the primary and secondary antibodies is provided in Table 1.

**Table 1:** Primary and secondary antibodies used in western blot.

Primary antibodies	Dilution	Solvent
Rabbit Anti-Collagen I antibody (ab233080)	1:1,000	TBST
Rabbit Anti-Collagen III antibody (ab7778)	1:5,000	TBST
Rabbit anti-MMP2 (ab97779)	1:2,000	TBST
Rabbit anti-MMP9 (ab219372)	1:1,000	TBST
Goat anti-α-SMA (ab21027)	1:1,000	TBST
Rabbit anti-TIMP1 (ab216432)	1:1,000	TBST
Rabbit anti-POSTN (ab92460)	1:1,000	TBST
Rabbit anti-Bax (ab104156)	1:1,000	TBST
Mouse anti-Bcl2 (ab692)	1:1,000	TBST
Rabbit anti-Caspase3 (ab13874)	1:500	TBST
Mouse anti-β-actin (ab8226)	1:5,000	TBST
Secondary antibodies	Dilution	Solvent
Goat anti-rabbit IgG-HRP (ab7090)	1:5,000	TBST
Goat anti-mouse IgG-HRP (ab97040)	1:5,000	TBST
Donkey anti-goat IgG-HRP (ab7125)	1:5,000	TBST

### 2.9. qRT-PCR

To each well of six-well plates, 1 ml of Trizol reagent (Invitrogen, Carlsbad, CA, USA) was added and lysed for 30 min. Extracted RNA samples were dissolved in sterile water. RNA purity was detected using a NanoDrop ND-2000 instrument, and the OD260/OD280 value ranged from 1.8 to 2.1, indicating that the purity of the RNA was sufficient. RNA was reverse-transcribed into cDNA using a FastQuant RT Kit (with gDNase) (KR106, Tiangen, Beijing, China). The cDNA product served as a template for the PCR using the SYBR Premix Ex Taq II kit (Takara, Kyoto, Japan) on an Applied Biosystems™ 7,500 Fast Dx Real-Time PCR (Thermo Fisher, Waltham, MA, USA). The primer sequences are listed in Table 2.

**Table 2:** Primers used in real-time PCR.

Primer	Species	Sequence (5′-3′)	Tm (°C)
GFI	Dog	F: CGTCATTAACATCGGCATTG	58.0
		R: TGGTCTCCTGGGTGGTAAAG	
cfa-circ001021	Dog	F: GATTATTAGGACACAACGGAGC	58.0
		R: CTGGCAATAATGACTGGTTTCT	
cfa-circ002168	Dog	F: ACCAACTCAGAGTGGGTAA	58.0
		R: GGTCTGAATGATCTGTGGTG	
cfa-circ002203	Dog	F: ATCACATGAACGTTGTCCG	58.0
		R: TGATGGCAACAGCCCTAA	
cfa-circ009305	Dog	F: AACCAAGTACCAAGTGAAGAC	58.0
		R: CAATCATCTGTTCAGGAGTAGT	
Collagen I	Dog	F: TTCAGCTTTGTGGACCTCCG	60.0
		R: GGGTTTCCATACGTCTCGGT	
Collagen III	Dog	F: GTATGAAAGGACATAGAGGCTTTGA	59.0
		R: ACGAGCACCATCGTTACCTC	
MMP2	Dog	F: GTGCTCCACCACCTACAACT	60.0
		R: TGGAAGCGGAACGGGAACT	
MMP9	Dog	F: TCGACGTGAAGACGCAGAC	60.0
		R: TCACACGCCAGTAGAAGCG	
α-SMA	Dog	F: GAATGCTACCACAGCCCTGA	59.0
		R: CCACAACGCAGGTTTCTCTC	
TIMP1	Dog	ACTTGCACAGGTCCCAGA	58.0
		GGGATGGATGAACAGGTAAACA	
POSTN	Dog	TCTCTACTCTTGCTGGTTGTTGT	58.0
		TTTCCTTCCACAGATGGCAC	
Bax	Dog	GTGAGGTCTTCTTCCGAGTGG	60.0
		TCCAGTGTCCAGCCCATGA	
Bcl2	Dog	TCATGTGTGTGGAGAGCGTC	60.0
		TCAAACAGAGGCTGCATGGT	
Caspase3	Dog	CCTGCCGAGGTACAGAACT	59.0
		GCGTATAGTTTCAGCATCGCAC	

### 2.10. Cell scratch test

One day before transfection, cells were seeded into six-well plates at a density of 2 × 10^6^ cells/well and transfected with siRNA or an overexpressed plasmid when the cell density reached approximately 80% influence. After culturing for another 24 h, the cells were scratched in a straight line at an angle perpendicular to the bottom of the culture plate. PBS preheated at 37°C was used to infiltrate the plate and remove the cell debris floating on the cell surface, and the cells were then placed under a microscope to record the size of the scratch space by photography. The basic medium was replaced with Ang II medium. The cells were cultured at 37°C for 24 h. The migration of cells in each well was photographed. At least three images were taken for each group of cells, and “Image-Pro Plus 6.0” software was used to calculate the scratch area and perform statistical analysis.

### 2.11. Immunofluorescence staining

The cells were seeded in glass dishes and transfected with siRNA or an overexpressed plasmid when the cell density reached approximately 80%influence. After culturing for another 48 h, the cells were washed with PBS, fixed with pre-cooled methyl alcohol for 10 min, and treated with 0.5% Triton X-100 for 20 min. Cells were blocked with goat serum for 30 min and incubated with primary antibody and Alexa Fluor®647-labeled IgG(H + L)/fluorescein isothiocyanates (FITCs) (Beyotime, Shanghai, China). The cells were counterstained with 4′,6-diamidino-2-phenylindole (DAPI, Beyotime, Shanghai, China). Fluorescent staining was performed and images were captured using a confocal microscope (Leica, Wetzlar, Germany).

### 2.12. Cell apoptosis

The fibroblasts were digested with trypsin and centrifuged at 3,000 rpm for 10 min. After adding pre-cooled PBS to the supernatant, the cells were centrifuged again at 1,000 rpm for 10 min. Then, binding buffer, Annexin V-FITC, and 7-Aminoactinomycin D were added to an Annexin V-FITC Apoptosis Detection Kit (BD Sciences, Franklin Lake, NJ, USA) in sequence and placed in the dark for 30 min at 4°C. Cell apoptosis was assessed within 1 h using a flow cytometer (BD FACSverse, BD Sciences, Franklin Lake, NJ, USA).

### 2.13. Statistical analysis

Statistical analysis was performed using SPSS 22.0 and GraphPad Prism (version 6.0; Boston, MA, USA), and Adobe Photoshop CS5 (San Jose, CA, USA) was used for plotting. Measurement data were expressed as the mean ± standard deviation, and comparisons between groups were performed using the independent samples *t*-test. *P* < 0.05 indicates a statistically significant difference.

## 3. Results

### 3.1. Establishment of rapid atrial pacing model

ECG showed that the sinus *P* waves disappeared and were replaced by fibrillation waves with varying amplitudes and frequencies (Supplementary Figure S1). In addition, HE staining revealed obvious myocardial fractures, disordered atrial myocytes, abnormal cell morphology, and increased intercellular spacing in the pacing group (Figure 1A). Masson staining indicated clear blue collagen deposition in the atrial myocyte space of the pacing group. The collagen volume fraction was significantly higher in the pacing group than that in the control group (*P* < 0.05; Figure 1B). These results indicate the successful establishment of a rapid atrial pacing model.

**Figure 1:**
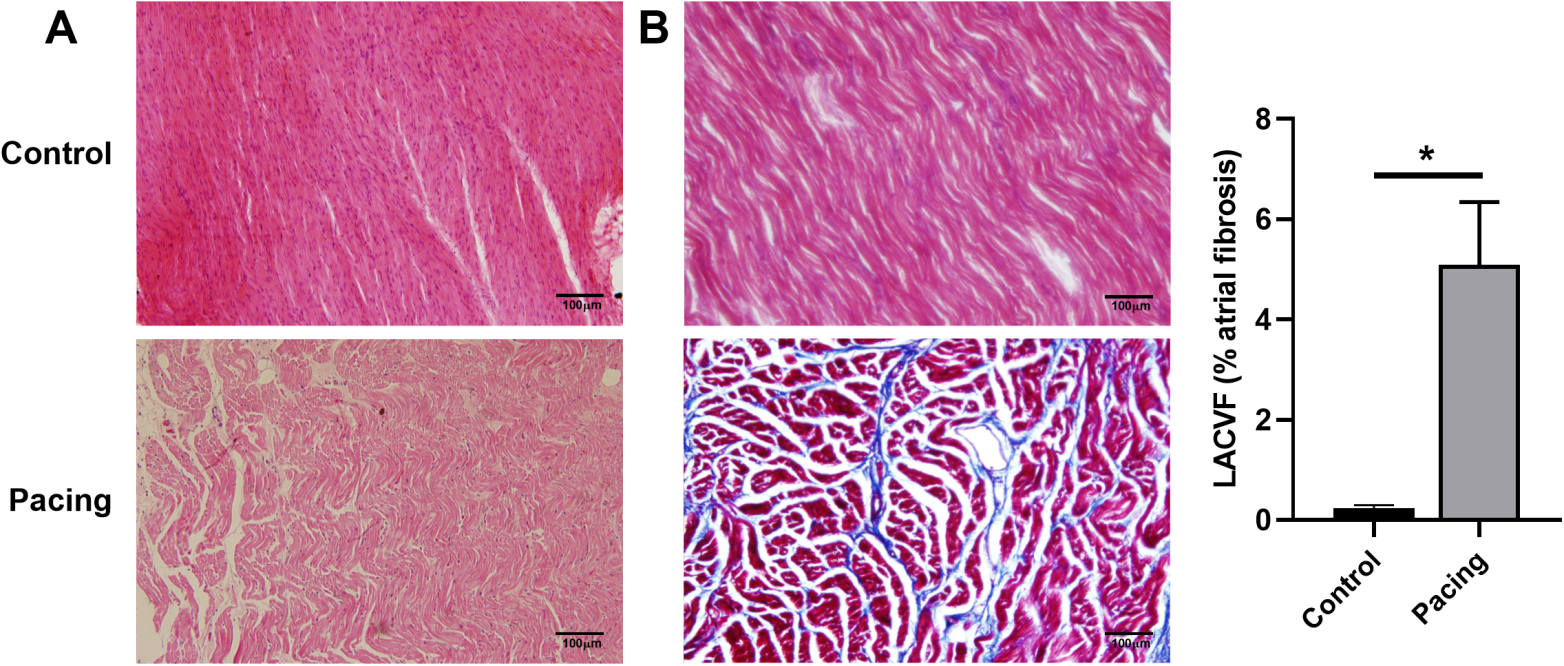
Establishment of a rapid atrial pacing model in dogs. (**A**) HE staining of the right atria from control and pacing group dogs. Clear myocardial fractures, disordered atrial myocytes, abnormal cell morphology, and increased intercellular space in the pacing group were observed. (**B**) Masson staining of the right atria from control and pacing group dogs. Collagen volume fraction was calculated. Data are expressed as the mean ± standard deviation, and comparisons between groups are performed using the independent samples *t*-test. *n* = 6, * indicates *P* < 0.05.

### 3.2. CircRNA expression profiles in the right atria of the rapid atrial pacing model

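Total RNA from the atria of 3 control dogs and of 3 dogs paced for 14 days at 500 bpm and 5 V was depleted of ribosomal RNA and sequenced. The authors trimmed the reads with cutadapt, aligned them to the dog genome (canFam3) with Bowtie2 and called circRNAs with find_circ. Each value is the number of reads that cross a back-splice junction, where the end of an exon is joined to the start of an exon that lies upstream of it. No value of 1 occurs, so a circRNA listed at 0 in a library can have 0 or 1 read there.

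The control libraries held 22987 (C1), 24782 (C2) and 23675 (C4) junction reads, and the pacing libraries held 28963 (P1), 40991 (P2) and 41299 (P3). Between 3332 and 4200 circRNAs were listed in each control library and between 4329 and 5618 in each pacing library. Of all circRNAs, 11226 (70.2%) had reads in 1 library only and 529 had reads in all 6 libraries. The gene name with the most junction reads was MYH7, which encodes the beta-myosin heavy chain of heart muscle. The 11 junctions annotated to it took 38456 reads, 21.0% of the total and from 13.3% (C4) to 29.2% (C1) of each library. The 6 with 100 or more reads all start outside the span of MYH7 from 3660154 to 3677650 on chromosome 8. That these junctions belong to circRNAs of MYH7 was not checked against sequence. Whether their reads join exons of MYH7 and of its paralog MYH6, which the mRNA table does not list, was not tested. ENSCAFG00000014025 followed with 279 junctions and 8648 reads. RYR2, the calcium release channel of the sarcoplasmic reticulum, gave 102 circRNAs with 900 reads, and SMAD4, a mediator of TGF-beta signaling, gave 8 with 822 reads.

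For the comparison of the groups, junction reads were scaled by TMM and tested with the quasi-likelihood test of edgeR (2-sided), at the paper's thresholds of a fold change of 2 or more and an unadjusted p of 0.05 or less. The libraries of each group came from separate dogs. The tables name the libraries C1, C2, C4, P1, P2 and P3, whereas the sample labels number them C1 to C6 and give the sample titled C4 as paced. Library C4 is counted as control, as its column is named.

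In C4, mRNAs typical of atrial muscle were low and those typical of ventricular muscle were high. NPPA, the atrial natriuretic peptide, was 7.78 FPKM (reads scaled to transcript length and library depth) in C4 and 1658 to 8496 FPKM in the other 5 libraries. MYL4, the atrial light chain of myosin, was 19.4 FPKM in C4 and 892 to 4378 FPKM in the others. MYL2, the ventricular light chain, was 2331 FPKM in C4 and 2.28 to 108 FPKM in the others.

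**Figure D1:**
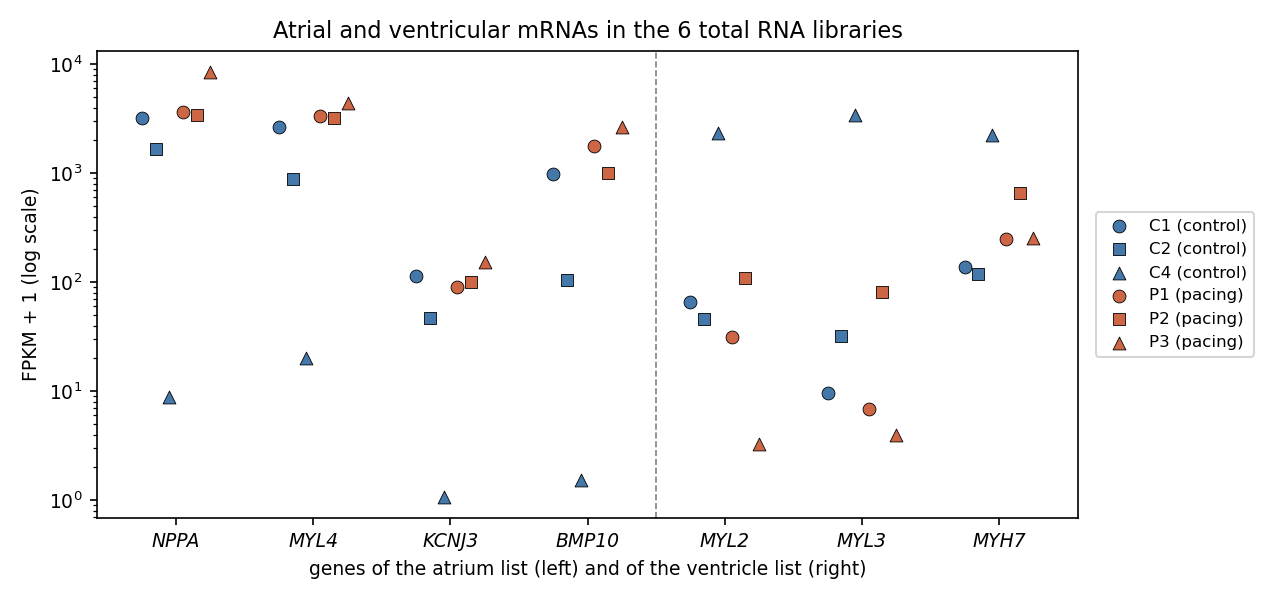
FPKM plus 1 (log scale) of 4 atrial and 3 ventricular mRNAs, with one point for each total RNA library, control in blue and pacing in red. Library C4 has the lowest value of NPPA, MYL4, KCNJ3 and BMP10 and the highest value of MYL2, MYL3 and MYH7.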

A total of 15,990 circRNAs were detected using high-throughput sequencing. According to the positions of the adjacent coding RNAs, the circRNAs obtained by sequencing could be roughly classified into five categories: exon circRNAs (11,060, 69%), justice overlap circRNAs (3,025, 19%), intergenic circRNAs (720, 5%), antisense circRNAs (673, 4%), and intron circRNAs (512, 3%) (Figure 2A). 

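Exonic circRNAs held 58.1% of the junction reads (106072) and the sense overlapping circRNAs, called justice overlap in the paper, held 37.0% (67602). The sense overlapping circRNAs had a mean of 22.3 reads each, and the exonic circRNAs 9.59. All 6 junctions annotated to MYH7 with 100 or more reads belong to the sense overlapping class, and together they had 38409 reads. Exonic circRNAs took 58.6% ± 4.70 of the reads in the control group and 57.5% ± 1.95 in the pacing group (SD, n = 3 libraries each), a difference within the spread of the libraries (2-sided exact permutation test, p = 0.8). The shares of the other classes also differed by less than the spread between libraries, with exact permutation p from 0.5 to 0.9.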

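The 38 autosomes carried 15564 circRNAs, with a median of 377.5 for each autosome. Chromosome 1 carried the most (860), followed by chromosome 2 (777), and chromosome 38 the fewest (81). The X chromosome carried 365 circRNAs and the mitochondrial genome 50, and 4 unplaced scaffolds held the remaining 11. By reads, chromosome 8, which carries MYH7, came first with 44012 junction reads. Chromosome 36, which carries ENSCAFG00000014025, came next with 10639. In total, 4860 host gene names were listed.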

15,990 circRNAs are widely distributed in all chromosomes including the mitochondrial genome (Figure 2B). The length of the circRNA exons ranged from 79 to 99,731 nucleotides, and that of most circRNAs (89%) ranged from 200 to 2,000 nucleotides. 

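Over all classes, predicted lengths ran from 79 to 99731 nucleotides with a median of 745, and 11154 circRNAs (69.8%) measured 200 to 2000 nucleotides. Among the exonic circRNAs the range was 82 to 17298 nucleotides with a median of 588, and 9834 of them (88.9%) measured 200 to 2000 nucleotides. The shortest circRNA was intronic, at 50055304 to 50055382 on chromosome 6, with 2 reads in C4. The longest was a sense overlapping circRNA of TPST1, a tyrosylprotein sulfotransferase, with 2 reads in P3. The shortest exonic circRNA came from UBE2G2, a ubiquitin-conjugating enzyme, and had 2 reads in C4, 4 in P2 and 6 in P3. The longest exonic circRNA came from ENSCAFG00000014025, with 2 reads in P2.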

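Of all circRNAs, 2647 (16.6%) were longer than 5000 nucleotides. Of the sense overlapping circRNAs 70.5% passed this length (2134), and their median was 13443 nucleotides. Of the exonic circRNAs 0.931% passed it (103). For circRNAs that are not exonic, the predicted length is the distance between the ends of the junction, as for the 30291 nucleotides of the junction annotated to MYH7 at 3629882 to 3660172 on chromosome 8.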

Only 1% of the circRNAs had lengths of over 5,000 nucleotides (Figure 2C). 

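An exonic circRNA of STK39, a kinase that regulates ion transport, had 11, 9 and 15 reads in the pacing libraries and was listed at 0 in the 3 control libraries (chromosome 36, 13079499 to 13084145, unadjusted p = 0.000265 from edgeR). One of IGF1R, the receptor of insulin-like growth factor 1, had 36 ± 1 reads in the pacing group and 5 ± 3.61 in the control group (SD, n = 3 libraries each). This was a log2 fold change of 2.49 (standard error 0.78, unadjusted p = 0.00144 from edgeR), at 41848963 to 41849508 on chromosome 3. On the X chromosome, a circRNA of ENSCAFG00000029856 had 31, 39 and 37 reads in the pacing libraries and 11, 0 and 0 in the control libraries (log2 fold change 2.86, standard error 0.81, unadjusted p = 0.000429). Among those lower in the pacing group, a circRNA of ENSCAFG00000020137 had 9, 13 and 9 reads in the control libraries and was listed at 0 in the pacing libraries (unadjusted p = 4.63e-05).

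In all, 106 circRNAs were higher and 57 lower in the pacing group. Among the higher ones, 81 were exonic, 69 had reads in all 3 pacing libraries and 67 were listed at 0 in every control library. Among the lower ones, 37 were exonic, 14 had reads in all 3 control libraries and 47 were listed at 0 in every pacing library. Reads in 1 library only were seen for 10 of the higher and 17 of the lower circRNAs. The values of the groups did not overlap for 60 of the higher and 12 of the lower circRNAs, all of which were chosen for their difference between the groups. ATP8B4, ATXN10, LRBA and NEBL each gave 2 circRNAs that were higher, and ADGRE1, ATP13A3 and REV1 each gave 2 that were lower. After adjustment over all circRNAs, 3 higher and 5 lower passed an adjusted p of 0.05, and 6 of these 8 had reads in 1 library only. These included a junction annotated to MYH7 with 1512 reads in P2, and circRNAs of SERPINA1, a protease inhibitor, and antisense to AHNAK, a scaffold protein, with 332 and 300 reads in C2. With DESeq2, 0 passed the adjusted threshold, and 10 higher and 14 lower passed the unadjusted one. Without C2, 5 circRNAs passed the adjusted threshold in edgeR.

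The pacing libraries were the deeper ones, and after all libraries were thinned to the same number of junction reads, a mean of 49.4 circRNAs were higher and 58.7 lower over 10 draws, a setting added after the data were seen. Scaling by RLE gave 70 higher and 78 lower, and scaling by total junction reads gave 70 higher and 85 lower. There were 66 higher and 45 lower without P1, 58 and 29 without P2, and 61 and 32 without P3. Without C4, in which atrial mRNAs were low, there were 108 higher and 47 lower, of which 58 and 37 were also found with all libraries.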

The analysis of different circRNA expression profiles showed 146 differentially expressed circRNAs in the pacing group compared with the control group, including 106 upregulated and 40 downregulated circRNAs (Figure 2D). 

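With the 163 circRNAs that passed the thresholds, hierarchical clustering placed C1, C2 and C4 in one branch and P1, P2 and P3 in the other. The mean Pearson correlation across these circRNAs was 0.37 between control libraries, 0.59 between pacing libraries and -0.11 between libraries of different groups. Correlations were computed across circRNAs on log2 CPM plus 1, and circRNAs are not independent replicates. With the 723 circRNAs that had a mean of 5 or more reads, whether or not they passed, C2 stood apart from the other 5 libraries, including C1 and C4. On these, the mean correlation was 0.26 between control libraries, 0.37 between pacing libraries and 0.29 between libraries of different groups. When circRNAs were chosen at the same thresholds for each of the 9 other splits of the libraries into 3 and 3, 112 to 151 circRNAs passed. Clustering on them separated the chosen groups in 9 of the 9 splits, a comparison added after the data were seen. From the separation of the control and pacing samples in Figure 2E, the paper proposes that the differentially expressed circRNAs are reliable, and it takes the top ones on to the ceRNA network. By qRT-PCR of the circRNAs in that network (Figure 3B), it also reports 3 as significantly higher in the pacing group, including cfa-circ002203.

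**Figure D2:**
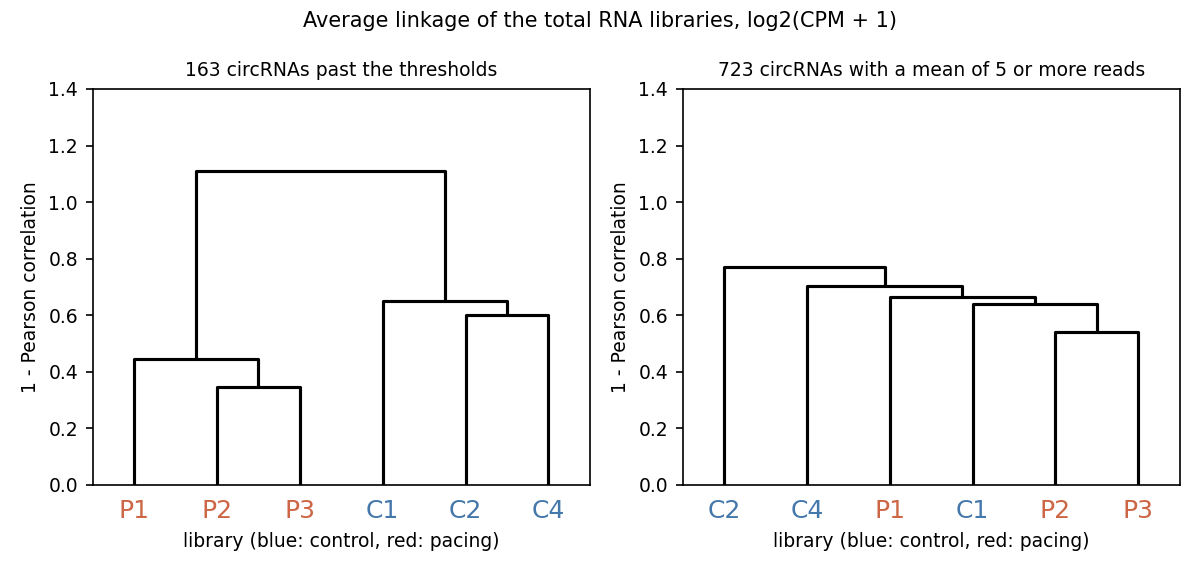
Trees of the 6 libraries by average linkage (height: 1 minus the Pearson correlation), on the 163 circRNAs that passed the thresholds (left) and on the 723 circRNAs with a mean of 5 or more reads (right). On the left the control and pacing libraries form separate branches, and on the right C2 joins the other 5 libraries last.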

Heatmap analysis showed that the 146 differentially expressed circRNAs could distinguish the samples in the control and pacing groups, suggesting the reliability of the differentially expressed circRNAs (Figure 2E).

**Figure 2:**
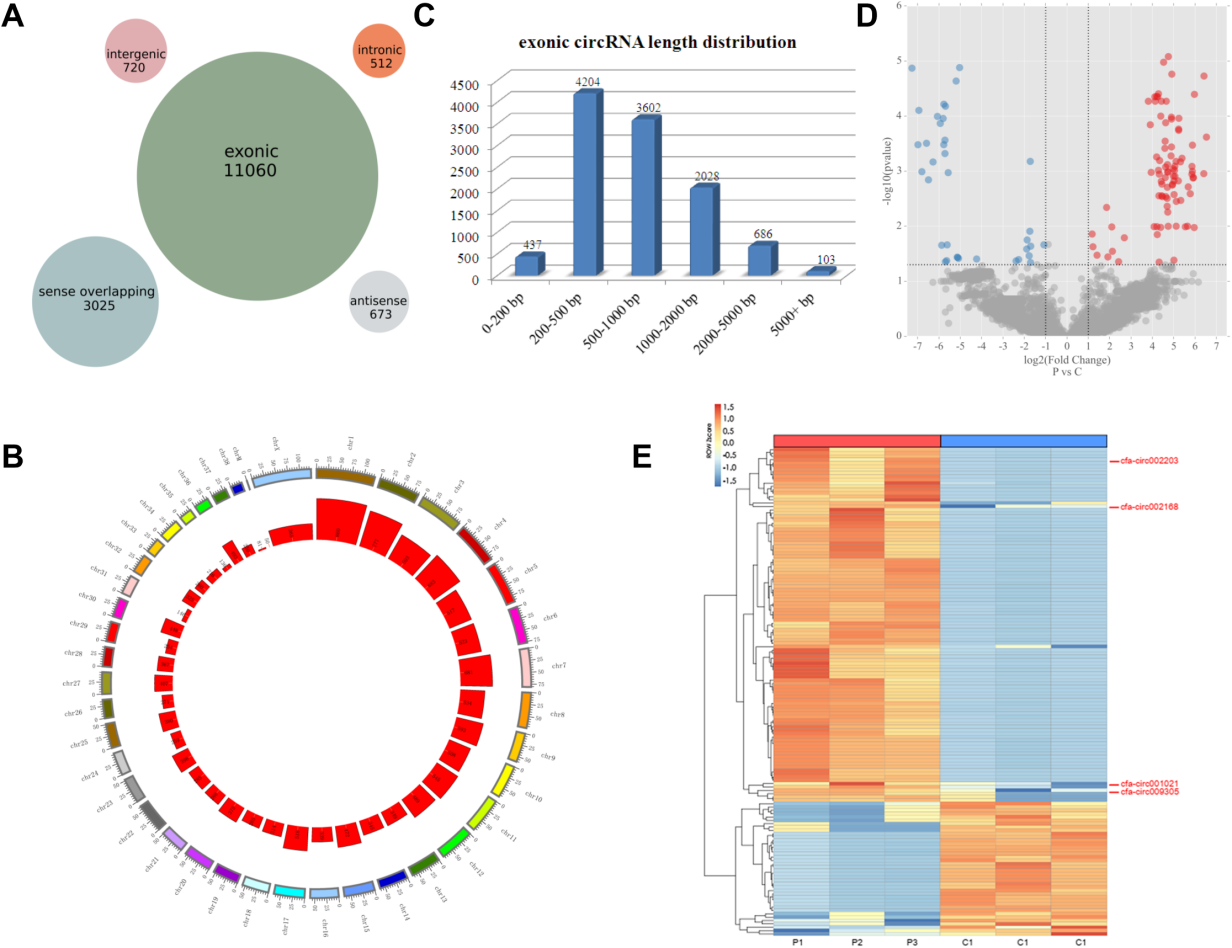
CircRNA expression profiles detected by high-throughput sequencing. (**A**) Number of circRNAs in the five classifications. (**B**) Distribution of circRNAs on the chromosome. (**C**) Number of exon circRNAs at each length interval. (**D**) Volcano plot of differentially expressed circRNAs (red plot represents upregulated circRNAs; blue plot represented downregulated circRNAs). (**E**) Heatmaps of the 146 differentially expressed circRNAs. The four circRNAs in the ceRNA network are indicated.

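Of the 4 circRNAs of the network, cfa-circ002203 can be matched to the junction reads by its position. It was listed at 0 in the 3 control libraries and had 9 reads in P1, 2 in P2 and 11 in P3, a mean of 7.33 ± 4.73 (SD, n = 3 libraries). These are 311, 48.8 and 266 CPM, which are reads scaled to the junction reads of the library. It passed the unadjusted threshold (unadjusted p = 0.00507 from edgeR, adjusted p = 0.401) and ranked 15 by p among the circRNAs higher in the pacing group. Every pacing library had more reads than every control library (2-sided exact permutation test, p = 0.1, the smallest that 3 libraries against 3 allow). Over the other settings that tested it on whole libraries, the unadjusted p ran from 0.0036 to 0.0467. The filterByExpr filter left it out, and over 10 draws of thinned libraries, added after the data were seen, it ran from 0.00626 to 0.0628 and passed in 9. The paper drew the circRNAs of its network from the top differentially expressed ones of these same libraries. The separation of cfa-circ002203 and its p-values here are therefore not independent of that choice. For cfa-circ002168, cfa-circ001021 and cfa-circ009305 no position is given, and no value could be assigned to them.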

### 3.3. Prediction of circRNA-miRNA-mRNA interactions

We selected inflammation-related mRNAs from the literature (17–19) and constructed a ceRNA network between the top-25 differentially expressed circRNAs and inflammation-related mRNAs. Based on the abundance of binding miRNAs, free energy level, and size of the ceRNA score, several circRNAs with significant binding abilities were selected as representatives to draw the network diagram (Figure 3A), where a single circRNA interacted with different miRNAs in a family and different circRNAs also acted on the same miRNA (Figure 3A). qRT-PCR verification of the expression levels of the four circRNAs in the ceRNA network showed that, compared with the control group, the expression levels of three circRNAs were significantly upregulated in the pacing group (Figure 3B), including cfa-circ002203, cfa-circ002168, and cfa-circ001021. Cfa-circ002203, with the highest fold change, was selected to explore whether it was associated with fibrosis in atrial fibroblasts induced by Ang II *in vitro*.

**Figure 3:**
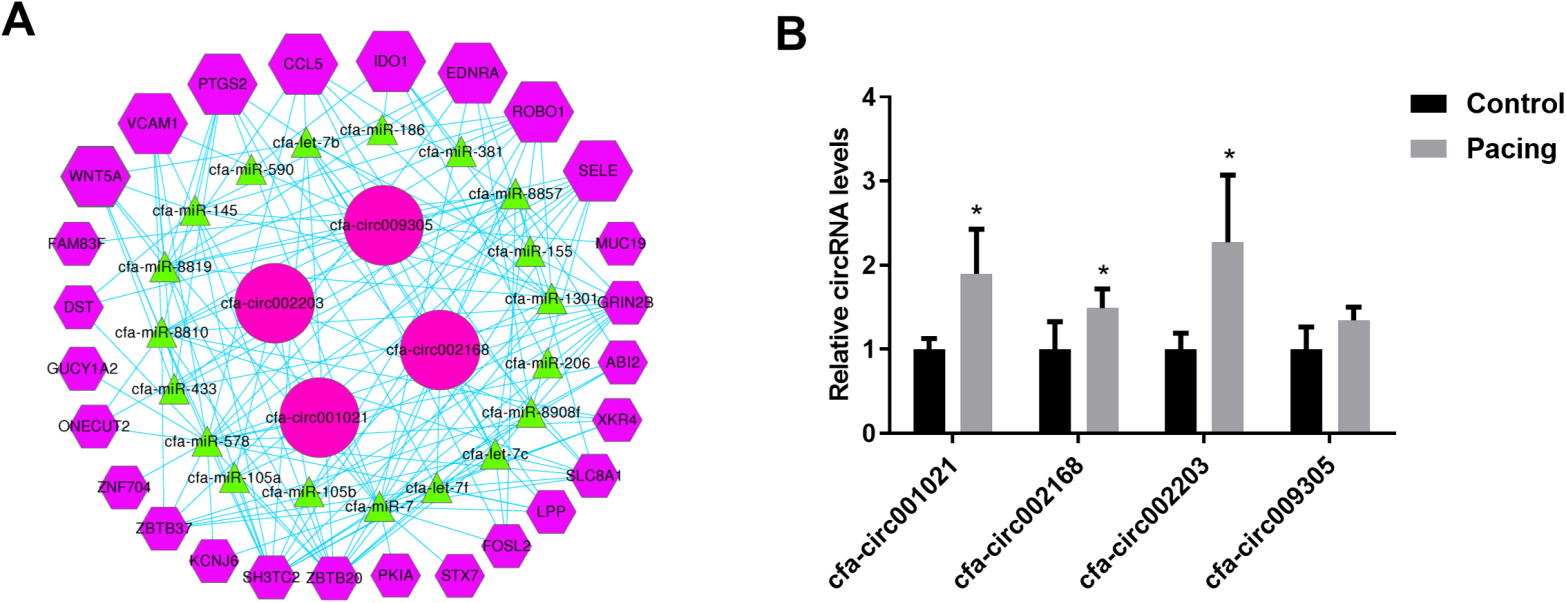
Prediction of circRNA-miRNA-mRNA interactions. (**A**) CeRNA network of circRNA-miRNA-mRNA. (**B**) Validation of four circRNAs in the ceRNA network by qRT-PCR. Compared with the control group, the expression levels of three circRNAs were significantly up-regulated in the pacing group. All experiments were conducted in triplicate. Data are expressed as the mean ± standard deviation, and comparisons between groups are performed using the independent samples *t*-test. *n* = 6, *P < 0.05.

### 3.4. Validation of cfa-circ002203 silenced and overexpressed cell line construction in Ang II-induced fibrosis

Atrial fibroblasts may play a key role in myocardial fibrosis, and their proliferation leads to collagen remodeling. Therefore, we examined the effect of cfa-circ002203 on atrial fibroblasts. In Ang II-treated fibroblasts, the expression of cfa-circ002203 was significantly upregulated at time dependent manner (Figure 4A). Atrial fibroblasts with cfa-circ002203 silencing or overexpression were generated and verified by qRT-PCR. Among the three siRNAs of cfa-circ002203, si-cfa-circ002203-3 had the best silencing effect, with a 90% reduction (Figure 4B). The transfection of the cfa-circ002203-pcDNA3.1^+^ plasmid into atrial myofibroblasts significantly upregulated the cfa-circ002203 level (Figure 4C).

**Figure 4:**
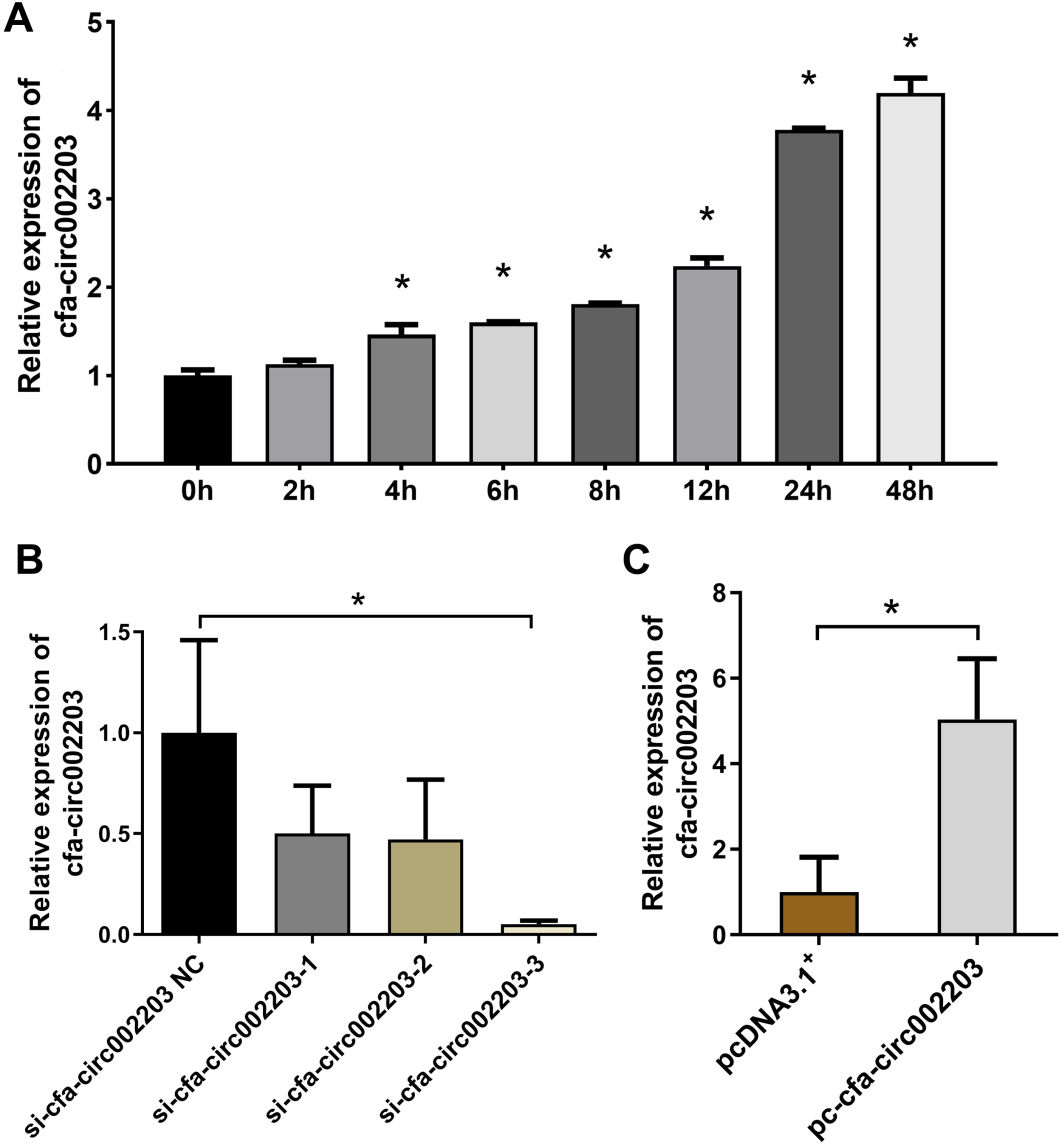
Cfa-circ002203 expression in atrial fibroblasts after cfa-circ002203 silencing or overexpression vector transfection. (**A**) Expression of cfa-circ002203 detected by qRT-PCR was significantly increased after AngII treatment with a time-dependent manner. (**B**) qRT-PCR showing that the cfa-circ002203 expression levels were significantly decreased after 48 h transfection of three siRNAs. (**C**) qRT-PCR showing that the cfa-circ002203 expression level was significantly increased after 48 h of pc-circRNA vector transfection. All experiments were conducted in triplicate. *P < 0.05.

### 3.5. Cfa-circ002203 promoted the expression of inflammatory factors in atrial fibroblasts

We collected supernatants of atrial fibroblasts transfected with si-cfa-circ002203 and overexpression vector, and then detected the changes in the proinflammatory factors interleukin (IL)-6, tumor necrosis factor (TNF)-α, monocyte chemoattractant protein-1 (MCP-1), and IL-1β. The results showed that the levels of IL-6, TNF-α, MCP-1, and IL-1β decreased significantly after transfection with si-cfa-circ002203 (Figures 5A–D), while they increased significantly after transfection with cfa-circ002203 overexpression vector (Figures 5A–D), indicating that cfa-circ002203 affected the secretion of inflammatory factors in myofibroblasts fibrosis induced by Ang II.

**Figure 5:**
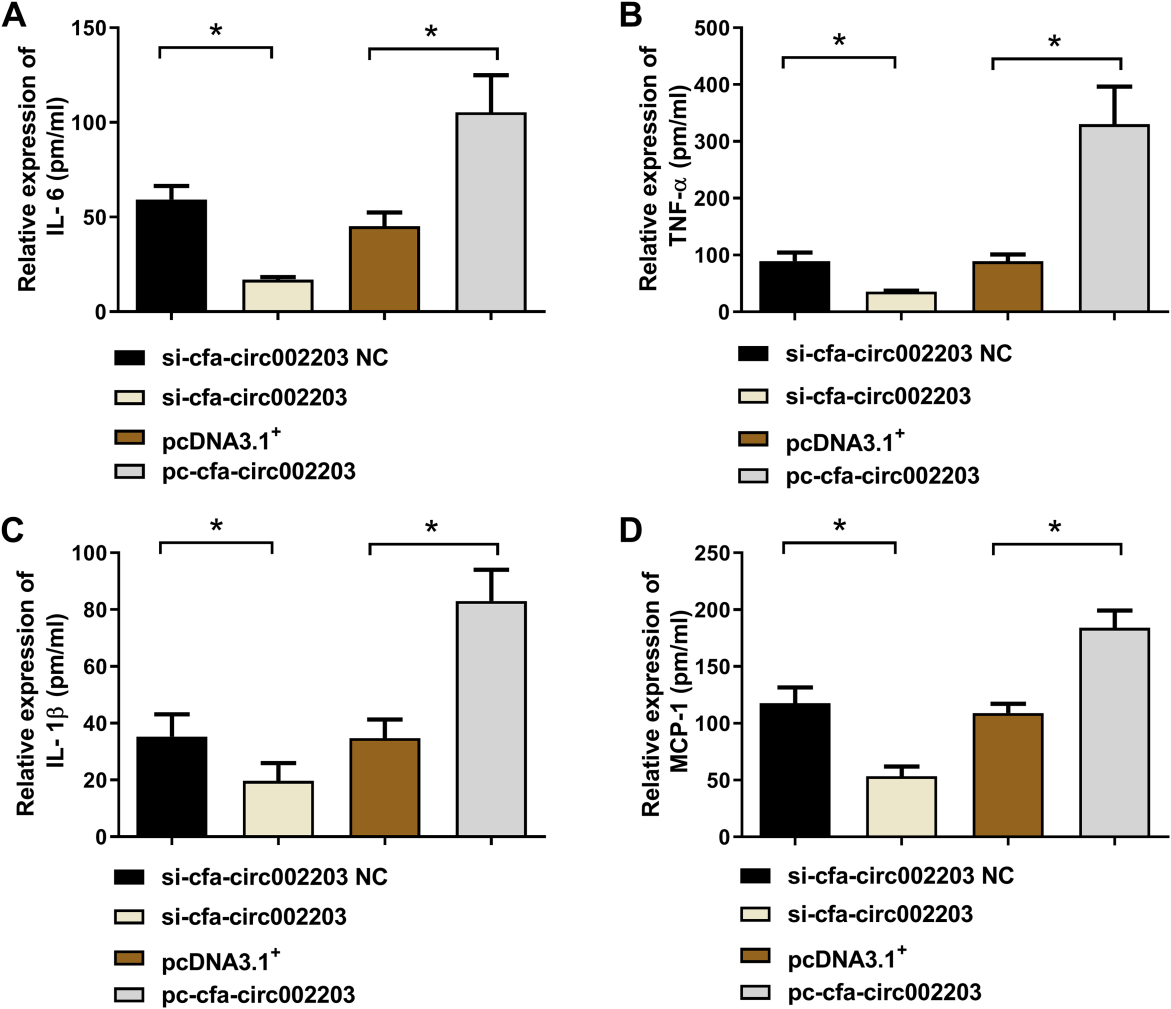
Expression levels of IL-6 (**A**), TNF-α (**B**), IL-1β (**C**), and MCP-1 (**D**) measured by ELISA after the silencing and overexpression of cfa-circ002203 in atrial fibroblasts. Compared with si-circRNA NC (negative control), the expression levels of IL-6, TNF-α, IL-1β, and MCP-1 were significantly decreased, while their levels were significantly increased after transfecting pc-circRNA compared with the empty vector, pcDNA3.1^+^. pm/ml, pmol/ml. *P < 0.05.

### 3.6. Cfa-circ002203 promoted fibroblast fibrosis and inhibited apoptosis

In fibroblast fibrosis induced by Ang II, we detected cells using a confocal laser microscope and found that the expression of α-SMA decreased significantly after the cells were transfected with si-cfa-circ002203, while it was significantly upregulated after transfection with the cfa-circ002203 overexpression vector (Figure 6).

**Figure 6:**
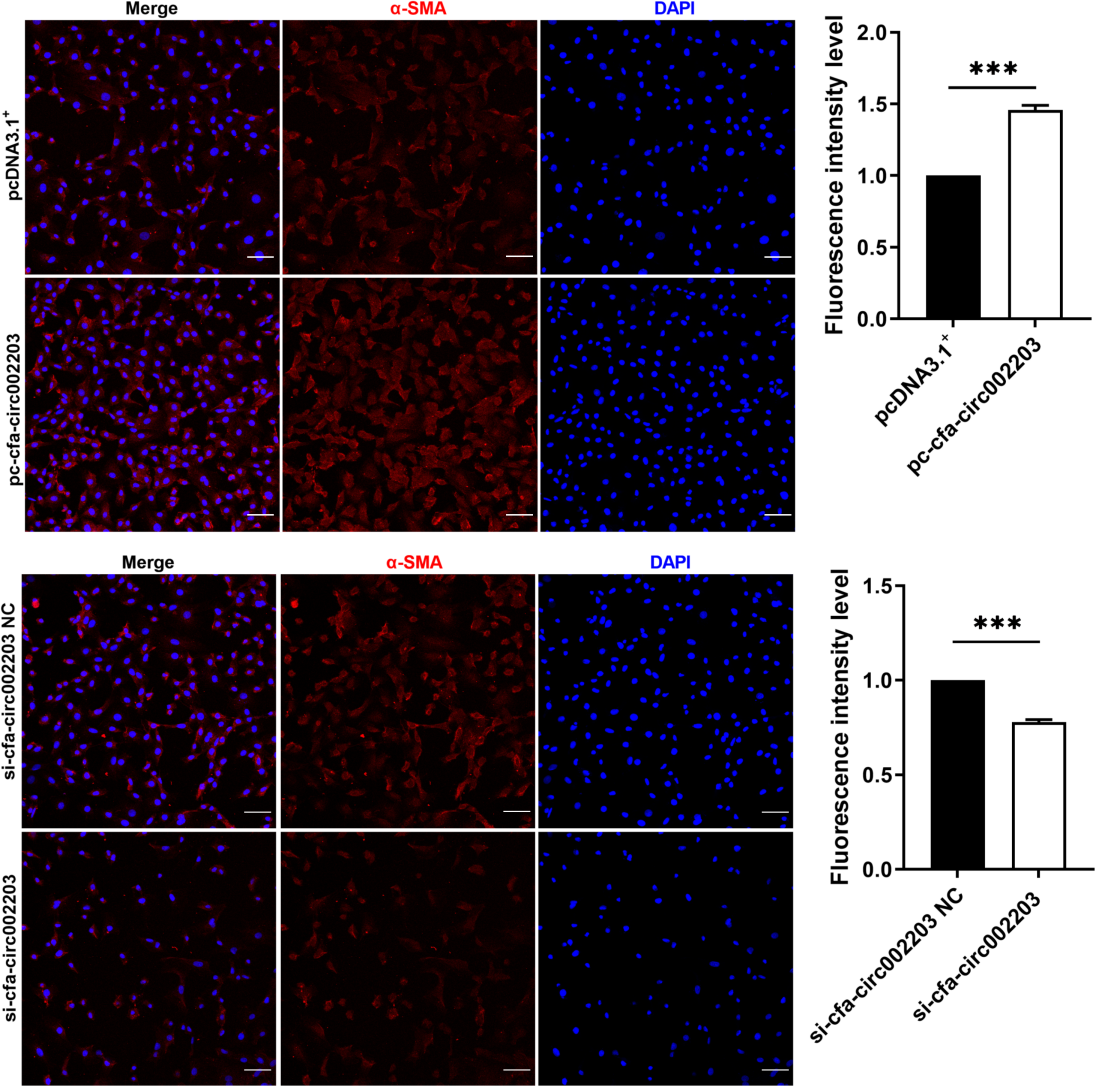
Immunofluorescence staining of α-SMA expression in atrial fibroblasts transfected with si-cfa-circ002203 or overexpression vector. α-SMA was labelled with Alexa Fluor®647-labeled IgG(H + L)/FITCs and cell nuclei were stained with DAPI. All experiments were conducted in triplicate. Scale bar, 20 µm. Data are expressed as the mean ± standard deviation, and comparisons between groups are performed using the independent samples *t*-test. ***P < 0.001.

Western blotting and qRT-PCR were used to detect the expression of the fibrosis indicators collagen I, collagen III, MMP2, MMP9, α-SMA, TIMP1 and POSTN as well as the apoptosis factors Bax, Bcl-2, and Caspase 3. The results showed that the expression of fibrosis indicators was significantly decreased after transfection with si-cfa-circ002203 compared with that in the control (Figures 7A,B,D) and was significantly upregulated after transfection with the si-cfa-circ002203 overexpression vector (Figures 7A,C,E). These results suggest that cfa-circ002203 might be important in promoting the differentiation of fibroblasts into myofibroblasts. In addition, the expression of Bax and Caspase3 was significantly upregulated after transfection with si-cfa-circ002203 compared with that in the control group (Figures 7A,B,D), while it was significantly decreased when cfa-circ002203 was overexpressed (Figures 7A,C,E). The expression of Bcl-2 showed the opposite trend. These results suggest that cfa-circ002203 represses fibroblast apoptosis.

**Figure 7:**
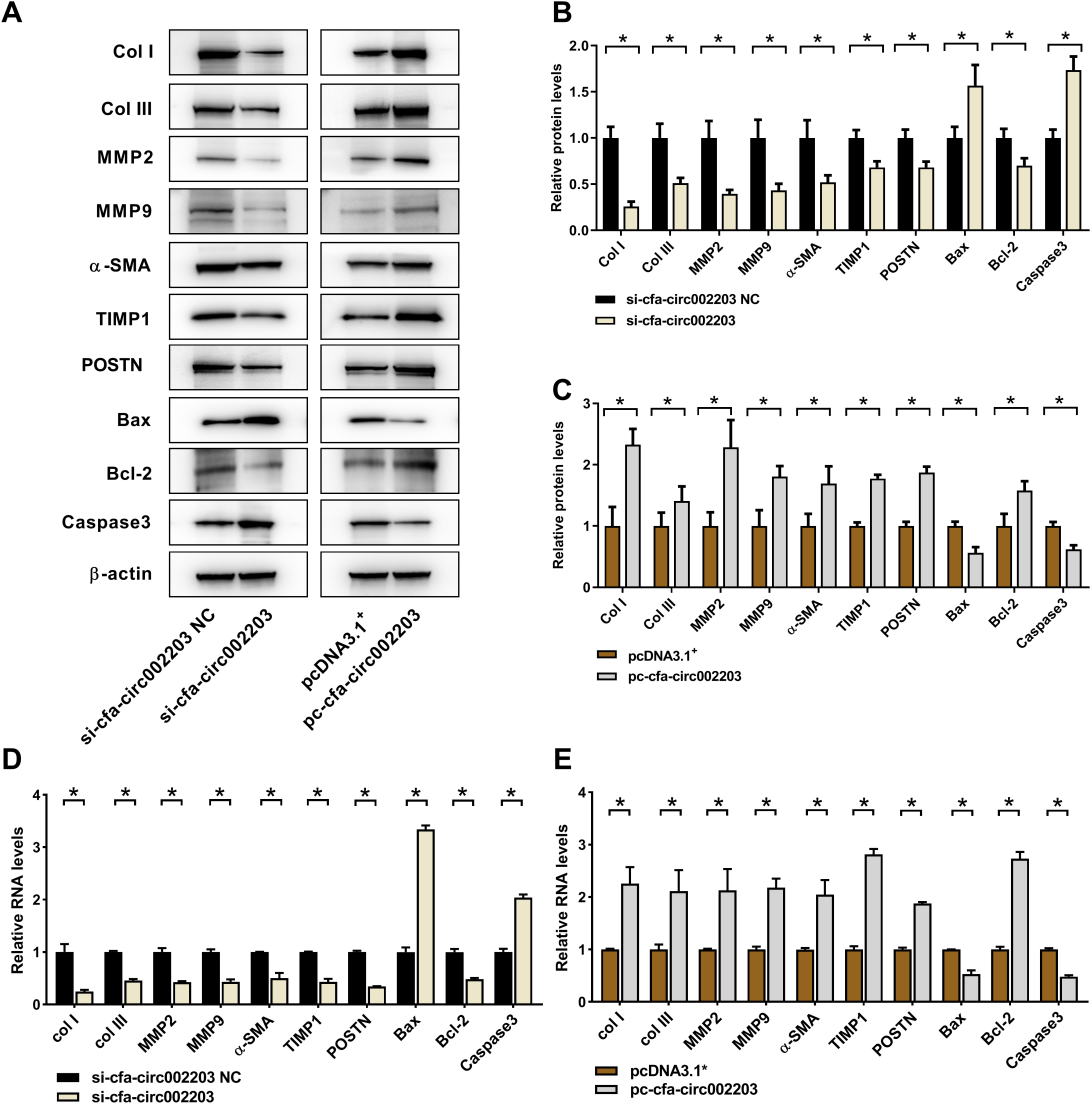
Protein and mRNA expression levels of fibrosis- and apoptosis-associated proteins in atrial fibroblasts transfected with cfa-circ002203 silencing or overexpression vectors. (**A**) Representative western blotting images. (**B,C**) Relative expression of proteins calculated from three independent samples in cfa-circ002203-silencing and cfa-circ002203-overexpressing cells. (**D,E**) Relative expression of fibrosis- and apoptosis-associated genes detected by qRT-PCR. Data are expressed as the mean ± standard deviation, and comparisons between groups are performed using the independent samples *t*-test. *n* = 3, *P < 0.05.

### 3.7. Effects of cfa-circ002203 on the proliferation and migration of fibroblasts

A cell scratch assay was performed to detect fibroblast migration after the silencing and overexpression of cfa-circ002203, and the CCK8 assay was used to detect fibroblast proliferation. The results showed that, 24 h after the cell scratching experiment, the mobility of the si-cfa-circ002203 group was lower than that of the si-cfa-circ002203 NC (negative control) group and increased after the overexpression of cfa-circ002203 (Figures 8A,B). The CCK8 results showed that, compared with the NC group, the proliferative ability of fibroblasts was weakened after transfection with si-cfa-circ002203, and the proliferative ability of cfa-circ002203-overexpressed fibroblasts was significantly increased (Figure 8C).

**Figure 8:**
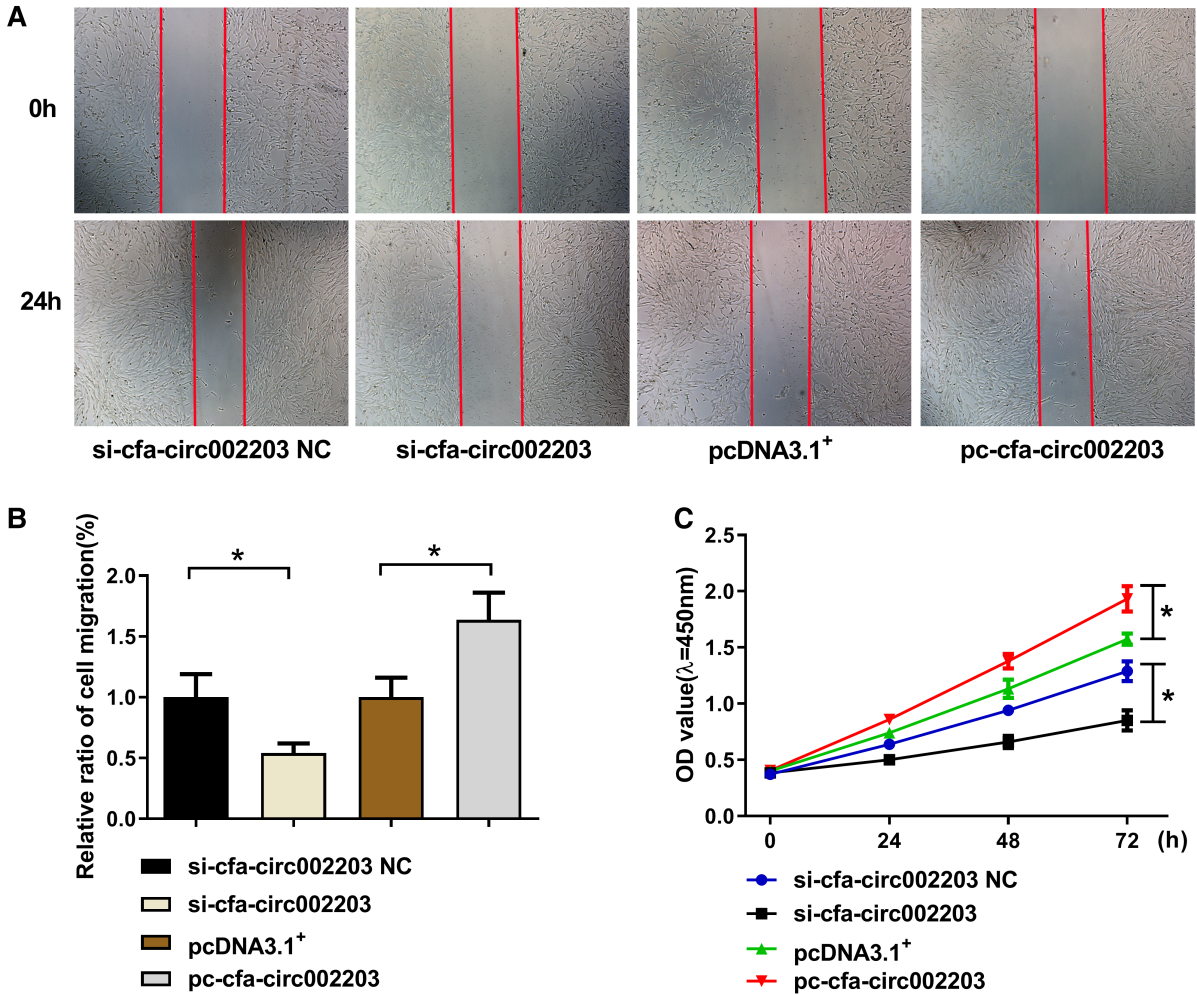
Effects of cfa-circ002203 on the proliferation and migration of fibroblasts. (**A,B**) The cell scratch assay was used to detect the migration of fibroblasts after silencing and overexpressing cfa-circ002203. The red lines depict the edges of cells. The mobility of the si-cfa-circ002203 group was lower than that of the si-cfa-circ002203 NC group and increased after the overexpression of cfa-circ002203. (**C**) CCK8 was used to detect the proliferation of fibroblasts. All experiments were conducted in triplicate. *P < 0.05. Compared with the NC group, the proliferation ability of fibroblasts was weakened after transfecting with si-cfa-circ002203, and the proliferation ability of cfa-circ002203-overexpressing fibroblasts was significantly increased.

### 3.8. Effects of cfa-circ002203 on fibroblast apoptosis

Fibroblasts were stained with Annexin V/PI, and cell apoptosis was measured by flow cytometry. Compared with the control group, si-cfa-circ002203 increased the number of late apoptotic cells in Q2 and decreased the number of living cells in Q1 (*P* < 0.05). In contrast, the overexpression of cfa-circ002203 inhibited fibroblast apoptosis (*P* < 0.05; Figure 9).

**Figure 9:**
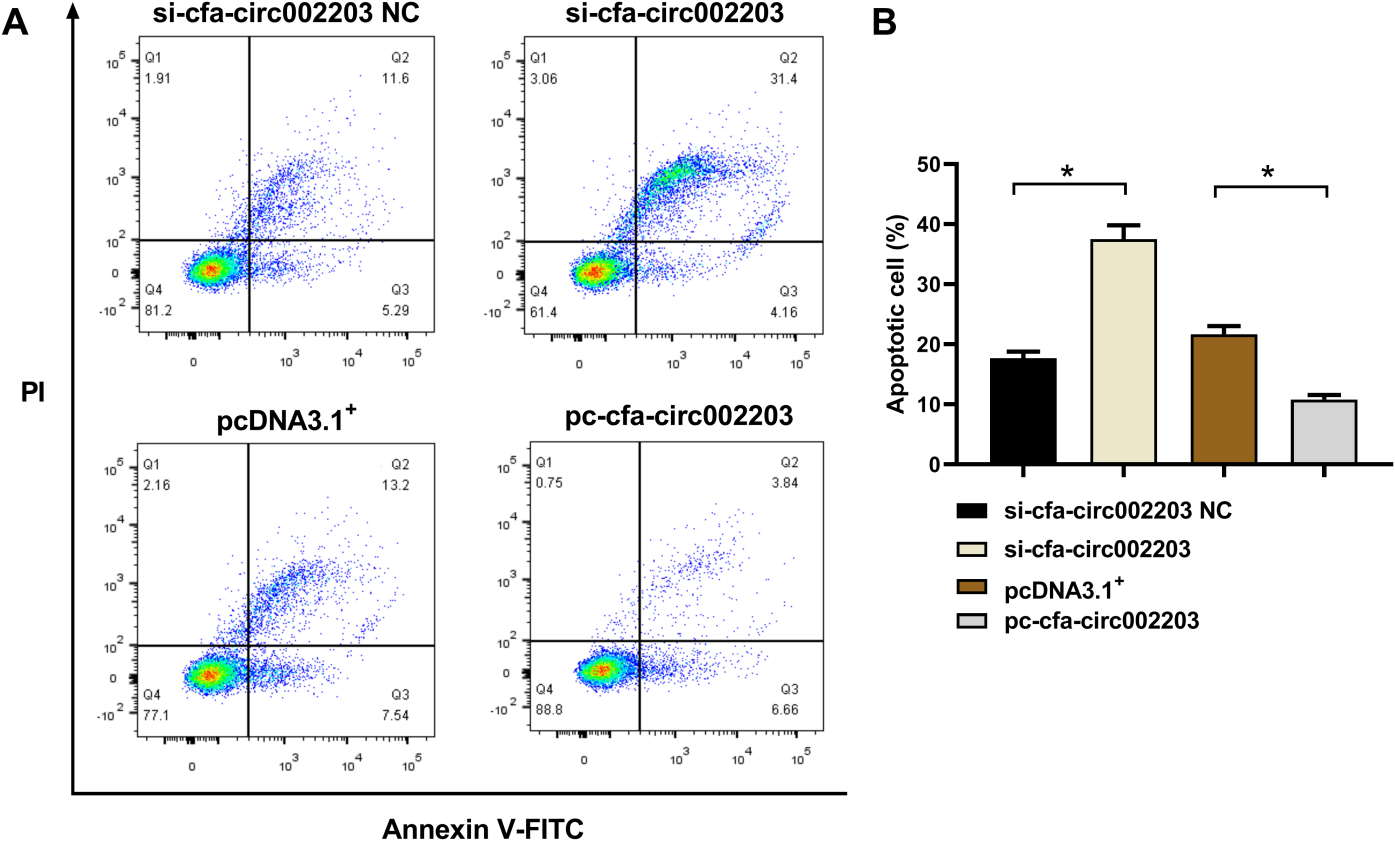
Effects of cfa-circ002203 on fibroblast apoptosis detected by flow cytometry. (**A**) Representative picture of fibroblast apoptosis detected by flow cytometry. (**B**) Quantitative analysis of apoptotic cells in each group. All experiments were conducted in triplicate. Compared with the control group, si-cfa-circ002203 increased the number of late apoptotic cells in Q2 and decreased the number of living cells in Q1. In contrast, the overexpression of cfa-circ002203 inhibited fibroblast apoptosis. *P < 0.05.

## 4. Discussion

The regulatory and functional roles of circRNAs in the progression of heart disease have been proposed (8, 20) and their regulatory role in AF-induced fibrosis is the focus of the present study. This is the first study to demonstrate that cfa-circ002203 plays an important role in AF-induced atrial fibrosis and is critical for the progression of atrial fibroblast inflammation and fibrosis.

Fibrosis is part of the pathological remodeling of atrial tissue and clinical cardiac disease. Although corresponding treatments have been adopted according to the different mechanisms of AF, there is currently no effective treatment for atrial fibrosis, and the prevention and reversal of atrial fibrosis is still a major problem in medicine (6). CircRNA is a potential target for preventing or even reversing the progression of tissue fibrosis, because previous studies have reported the role of circRNAs in inhibiting myocardial fibrosis. For instance, circRNA_000203 regulates the expression of fibrosis-associated genes in cardiac fibroblasts (21). circHIPK3 and mmu_circ_0005019 prevent the proliferation and migration of cardiac fibroblasts (11, 22). These data reveal the function of circRNAs in influencing the expression of fibroblast-related genes and the phenotypic change from fibroblasts to fibrotic phenotypes. In our experiments using high-throughput sequencing of fibrotic atrial tissue in an AF dog model, we found that 15,990 circRNAs were widely distributed in all chromosomes, and 146 circRNAs were dysregulated in AF-induced fibrosis, indicating the potential of circRNAs to participate in AF and AF-induced myocardial fibrosis.

Although circRNAs have been suggested to perform various biological functions, such as acting as miRNAs or protein inhibitors (“sponges”), regulating protein functions, or self-translation (23), their regulatory networks with miRNAs and mRNAs are widely accepted to play key roles in disease progression, including cancer and immune system, metabolic, and endocrine diseases (24–27). This also applies to the molecular mechanisms underlying cardiovascular diseases (28, 29). Based on the circRNA-miRNA-mRNA network, we screened circRNAs that might have affected the expression of atrial fibrosis-related mRNA and verified them in the atrial tissues of the AF dog model. Finally, cfa-circ002203 was selected as a candidate gene for the further analysis of the involvement of circRNAs in fibroblast fibrosis. 

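The position matches an exonic circRNA on the plus strand of IL17RD, annotated to the transcript ENSCAFT00000012823. IL17RD encodes interleukin 17 receptor D, a membrane protein known to restrain fibroblast growth factor signaling. The junction spans 1112 nucleotides of canFam3, and the predicted circRNA is 296 nucleotides long. Another exonic circRNA of IL17RD, at 33286312 to 33290613 with a length of 366 nucleotides, had 2, 0 and 13 reads in the control libraries and 0, 0 and 3 in the pacing libraries. It did not pass the thresholds (unadjusted p = 0.117 from edgeR). A further one, at 33286312 to 33296422 with a length of 684 nucleotides, had 2 reads in P1 only. The IL17RD mRNA was 3.23, 2.43 and 4.01 FPKM in the control libraries and 4.56, 5.30 and 8.59 FPKM in the pacing libraries, a log2 fold change of 0.74 that did not pass the adjusted threshold (unadjusted p = 0.0433, adjusted p = 0.879 from limma).

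**Figure D3:**
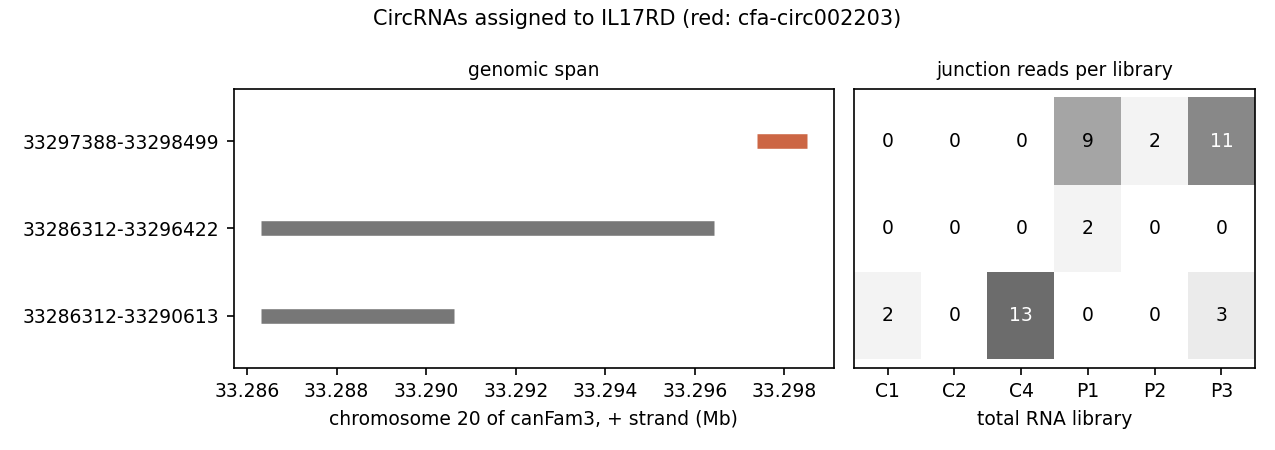
Genomic span of the 3 circRNAs assigned to IL17RD (bars, position on chromosome 20 in Mb, cfa-circ002203 in red) and their junction reads in each library (numbers, darker for more reads). cfa-circ002203 has reads in the 3 pacing libraries and is listed at 0 in the 3 control libraries.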

Cfa-circ002203 is located on chr20:33297388–33298499+ in the dog genome, and its function has not yet been elucidated. Therefore, we investigated the role of cfa-circ002203 in Ang II-induced fibrosis.

First, cfa-circ002203 is thought to be associated with fibroblast inflammation, which is an important factor in the occurrence, maintenance, and recurrence of AF (30). In atrial tissue from patients with AF, there was a significant, positive correlation between the serum proinflammatory cytokine TNF-α and IL-6 levels and the collagen volume fraction (31). Fibrosis is a pathological process of AF substrate formation and is affected by inflammation (32). Our data showed that the Ang-II-induced expressions of proinflammatory cytokines IL-6, TNF-α, IL-1β, and chemokine MCP-1 in fibroblasts changed, along with cfa-circ002203 silencing and overexpression. This led to the interesting speculation that cfa-circ002203 is an active regulator of the inflammatory activation of fibroblasts.

Atrial fibrosis entailing fibrous collagen types I and III is a typical characteristic of AF. Collagen is a relatively hard material with high tensile strength, and even small changes in its quality, indicated by its concentration, proportion, and degree of crosslinking, have been proven to significantly affect cardiac functional properties, resulting in diastolic and contractile properties (33). Our results showed that the expression of collagen types I and III significantly decreased in the cfa-circ002203-silenced fibroblasts, and were up-regulated in cfa-circ002203-overexpressed fibroblasts. Furthermore, we examined the expression of MMP-2 and MMP-9, proteins in fibrotic fibroblasts that are essential for normal and pathological tissue remodeling, by controlling the degree of ECM remodeling (34). Our data showed that the silencing or overexpression of cfa-circ002203 promoted the downregulation and upregulation of MMP-2 and MMP-9 expression, respectively. It Cfa-circ002203 appears to function in the ECM remodeling of fibroblasts.

Additionally, we verified the role of cfa-circ002203 in the transformation of fibroblasts into activated myofibroblasts. The transformation from fibroblasts to myofibroblasts occurs during the late proliferative stage and is characterized by the expression of SMA (35). Our data suggest that α-SMA expression and cell migration induced by Ang II changed with the silencing or overexpression of cfa-circ002203. Collectively, cfa-circ002203 exerts an active function on the expression levels of the remarkable proteins of fibrotic fibroblasts, including collagen I, collagen III, MMP2, MMP9, and α-SMA, and is considered as a promotor of the fibrosis of fibroblasts.

We also examined the effect of cfa-circ002203 on apoptosis. Western blotting showed that the expression of Bax and Caspase3 was significantly upregulated after transfection with si-cfa-circ002203, whereas it was significantly decreased when cfa-circ002203 was overexpressed compared with the control group. The expression of Bcl-2 showed the opposite trend. In addition, flow cytometry showed that the overexpression of cfa-circ002203 decreased the number of late apoptotic cells in Q2 and increased the number of living cells in Q1 compared with the control group (*P* < 0.05). AF may result in cardiac apoptosis by downregulating protective mechanisms and activating proapoptotic pathways. Xu et al. identified increased levels of BAX and lower levels of BCL-2 in AF and determined that the protein expression of BAX and BCL-2 was correlated with the frequency of apoptosis in AF (36). These results suggest that cfa-circ002203 promotes the apoptosis of fibroblasts and may serve as a target for the treatment of AF.

This study had some limitations. First, the role of cfa-circ002203 on cell proliferation was not checked by EDU incorporation assay. Second, the expression of circRNA_002203 over the timecourse of the proliferation assay should also be checked. Therefore, further research is required to investigate the role of circ002203 in fibrosis.

In summary, the results of the present study suggest that several circRNAs exhibit aberrant expression patterns in canine AF-induced fibrosis. Among these circRNAs, cfa-circ002203 was closely associated with fibrosis, inflammatory activation, and fibroblast apoptosis. The findings of this study strengthen the role of circRNAs in AF-induced fibrosis in dogs and provide a perspective on the disease mechanisms and therapeutic targets for AF.

## Data Availability

The original contributions presented in the study are publicly available. This data can be found here: https://www.ncbi.nlm.nih.gov/geo/, GSE225086.

## Supplementary material

SUPPLEMENTARY FIGURE S1

ECG of the body surface (III lead) and epicardium (LAA, left atrial appendage; RAA, right atrial appendage; LLA, low left atrial; LRA, low right atria; HLA, high left atria; HRA, high right atria).

How the deposited data were processed for this re-analysis (not part of the article)

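Total RNA libraries from the atria of 3 control dogs and 3 paced dogs, and small RNA libraries of the same design, were analysed from the tables of the authors. The circRNA table holds counts of reads across each back-splice junction, which the authors obtained with cutadapt 1.9.3, Bowtie2 and find_circ on canFam3 with Ensembl transcripts, one library at a time. A count of 1 does not occur in it. The mRNA and lncRNA tables hold FPKM values computed by the authors, whose processing notes name HISAT2, Cufflinks and Cuffdiff without options. The miRNA table holds tag counts by the authors, whose notes name cutadapt and no aligner, and a blank cell was read as 0. A further miRNA table holds a normalized score, which is the tag count multiplied by the authors with a factor for each library and rounded. It was used in an alternative only.

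The tables name the libraries C1, C2, C4, P1, P2 and P3, and the sample labels number them C1 to C6, with C4 to C6 as paced. The columns were grouped by their names, so C4 was counted as control, and the analysis with C4 counted as pacing was added after the data were seen. No pairing or batch is stated, and none was modeled. The mRNA table lists 19856 genes, of which 15121 carry a symbol. A lncRNA transcript or mature miRNA that was listed several times with the same values entered once, leaving 9610 transcripts and 350 miRNAs. Of the circRNAs of the network, only cfa-circ002203 has a stated position, and the other 3 were left out.

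circRNAs were tested with edgeR 4.0.16 (quasi-likelihood, TMM, 2-sided) on all circRNAs in the table. The paper gives thresholds of a 2-fold change and p of 0.05. Its statistics section names a comparison of independent samples for measurement data in general and leaves open whether it covers the circRNA counts, so the choice of edgeR is made here. Benjamini-Hochberg adjusted values are given beside it. miRNAs with 10 or more tags summed were tested in the same way. mRNAs with a mean of 1 FPKM or more and lncRNAs with a mean of 0.3 FPKM or more were tested with limma 3.58.1 (with trend) on log2 of FPKM plus 1, at an adjusted p under 0.05. Of 42 gene lists written before the data were examined, the 39 with 3 or more measured members were tested with camera at a correlation of 0.01, adjusted over all 39, and again with an estimated correlation and with fry. Libraries were clustered by average linkage on 1 minus the Pearson correlation of log2 CPM plus 1. Permutation p-values are exact and cannot go below 0.1 for 3 libraries against 3. Values are given as mean ± SD where a spread is shown.

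Genes were named by a rule set beforehand. It takes the 10 circRNAs with the smallest p in each direction among those past the thresholds, the genes the paper names, 2 to 4 members of each list with the smallest p, up to 12 mRNAs in each direction past the adjusted threshold (or 6 where none passes), and 8 miRNAs in each direction. Genes shown for a check of the libraries, for junction reads, for lengths or for values listed at 0 are named outside this rule.

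The libraries held 22987 to 41299 junction reads and 829553 to 1815172 miRNA tags. A depth for the FPKM values is not stated, and relative depths of 0.529 to 1 were computed from the smallest steps between FPKM values. For a circRNA with reads near the median of 3 over all libraries, counting error alone exceeds a 2-fold change. The code was tested on simulated data. Of 200 circRNAs changed 4-fold and 8-fold, 76 and 129 passed the paper's thresholds. These 200 were drawn from the 723 with a mean of 5 or more reads per library, so the shares do not hold for circRNAs with fewer reads. Of 15790 unchanged circRNAs 123 and 159 also passed, though only 8732 and 8706 circRNAs kept simulated reads and were tested. Of 200 mRNAs 114 and 168 passed the adjusted threshold, and of 30 miRNAs drawn from the more abundant ones 7 and 22. Of 200 lncRNAs changed 8-fold 182 passed, as did 15 of 694 unchanged ones. Of 20 gene lists changed 2-fold 20 passed with camera, and of 20 unchanged lists 0. Lists were simulated for camera only, so this does not show how it performs where an estimated correlation or fry gives another answer. Their genes were drawn independently of each other, so the 0 does not show how often camera passes unchanged lists whose genes vary together.

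Alternatives covered the test (DESeq2 1.42.0, the exact test of edgeR, limma), scaling, filters, pseudocounts, distance and linkage, and each library left out in turn. Thinning to the smallest total (seed 20240501), a two-sample test on log2 reads of the kind the statistics section names, further scalings of the exact test, scalings of circRNAs beside their hosts, and the removal of certain junctions and genes were added after the data were seen. Of the per-sample columns, 18 were not analysed: the normalized circRNA values, from which only the replacement of 0 by 0.1 was read, and the columns headed Counts of the mRNA and lncRNA tables. The latter hold scaled values that are not whole numbers, and a single measure for each library could be assigned to the groups by column name, for which FPKM was taken. A test on counts of mRNAs or lncRNAs was therefore not run, and recovering reads from these columns was not carried out here. No reads were aligned. R 4.3.3, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.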

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

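Of the tests below, counting C4 as a pacing library and the weighing of a single scaling factor were chosen after the results were seen.

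The paper reports on the circRNAs of these libraries, and the mRNA and miRNA values of the same atria are data it does not report on. Of 39 gene lists tested there with camera at a preset correlation of 0.01 between genes, 8 were higher in the pacing group. None passed with an estimated correlation (smallest adjusted p = 0.37) or with fry (smallest adjusted p = 0.467). The real grouping gave 13 lists past the adjusted threshold in either direction. Of the 10 splits of the libraries into groups of equal size, 4, counting the real one, gave that many or more. The highest other split gave 17, so the number of lists does not set the real grouping apart. Each of the 8 is given below because it passed with camera in data outside the paper's analysis. C4 had low atrial mRNAs, so each list is also given without it.

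Collagens and matrix proteins had positive log2 fold changes for 26 of 32 members (adjusted p = 0.000124 from camera), with adjusted p = 0.851 with an estimated correlation. POSTN, a matrix protein of activated fibroblasts, was 0.838 to 7.31 FPKM in the control libraries and 43.5 to 114 FPKM in the pacing libraries (log2 fold change 3.83, unadjusted p = 0.000394, adjusted p = 0.879 from limma). It was the only member, 1 of 32, that passed when adjusted over the list alone. BGN and LOXL1 had log2 fold changes of 2.41 and 1.30, and THBS1 had -1.71. Without C4 the adjusted p of the list was 0.0306, and with C4 counted as pacing it was 0.678.

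The mRNAs drawn in the network of Figure 3A had positive log2 fold changes for 16 of 19 members (adjusted p = 8.68e-06 from camera), with adjusted p = 0.37 with an estimated correlation. The paper took inflammation-related mRNAs from the literature and linked them to circRNAs chosen in these libraries, so the list is not fully independent of them. VCAM1, an adhesion molecule of endothelium, had a log2 fold change of 1.29 (unadjusted p = 0.00238 from limma) and was the only 1 that passed when adjusted over the list alone. ROBO1 and EDNRA had 0.78 and 1.03. Without C4 the adjusted p of the list was 0.000115, and with C4 counted as pacing it was 0.00235.

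Ion channels and connexins had positive log2 fold changes for 21 of 26 members (adjusted p = 0.000164 from camera), with adjusted p = 0.644 with an estimated correlation, and 0 passed when adjusted over the list alone. HCN2, a pacemaker channel, had a log2 fold change of 1.18, and KCNJ2, an inward rectifier, had -1.80. Without C4 the adjusted p was 2.43e-05. As written, this list shares KCNJ8 and ABCC9 with the pericyte markers and KCNA5, KCNJ3, GJA5 and SCN4B with the atrial markers given below. Nuclear subunits of oxidative phosphorylation had positive log2 fold changes for 26 of 28 members with a median of 0.19 (adjusted p = 0.00494 from camera), with adjusted p = 0.872 with an estimated correlation, and 0 passed over the list alone. For this list the adjusted p was 0.160 without C1, 0.944 without C2, 0.564 without P2 and 3.95e-08 without C4.

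Fibroblast markers had positive log2 fold changes for 9 of 13 members (adjusted p = 0.0487 from camera), with adjusted p = 0.872 with an estimated correlation, and 0 passed over the list alone. As the lists were written, COL1A1, COL1A2, COL3A1, LUM, DCN and FBLN1 are members of this list and of the matrix list. The adjusted p was 0.743 without C4, 0.0912 without P1, 0.204 without P2 and 0.0521 with a pseudocount of 0.1. Pericyte markers had positive log2 fold changes for 7 of 7 members with a median of 0.96 (adjusted p = 0.000220 from camera), with adjusted p = 0.644 with an estimated correlation, and 3 passed when adjusted over the list alone. HIGD1B, NDUFA4L2 and NOTCH3 had log2 fold changes of 1.69, 2.23 and 1.04. C2 was the lowest library (median log2 distance from the mean -1.55, with 0.10 in C1 and -0.32 in C4). The adjusted p was 0.00899 without C2, 0.000254 without C4 and 0.0986 over genes with a mean of 5 FPKM or more.

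miRNAs reported in cardiac fibrosis had positive log2 fold changes for 14 of 20 members (adjusted p = 0.00448 from camera), with adjusted p = 0.644 with an estimated correlation. Of these, miR-21 and miR-29b had log2 fold changes of 1.60 and 1.99, and 2 members passed when adjusted over the list alone. The median log2 distances from the mean were 1.06 in P1, 0.14 in P3 and -0.73 in P2, which lay below every control library (-0.42, -0.20 and 0.05 in C1, C2 and C4). The adjusted p was 0.000467 without P1 and 0.000296 without C4. The list was not divided by whether a miRNA promotes or restrains fibrosis, so its direction does not measure fibrosis.

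Atrial muscle markers had positive log2 fold changes for 9 of 9 members with a median of 1.34 (adjusted p = 0.000220 from camera), with adjusted p = 0.798 with an estimated correlation, and 0 passed over the list alone. The adjusted p was 0.00267 without C4 and 0.678 with C4 counted as pacing.

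The pattern weighed here is that ventricular mRNAs were high and atrial mRNAs low in control library C4, with median log2 distances from the mean of the other 5 libraries of 2.65 over 7 ventricular and -3.78 over 9 atrial genes. A single scaling factor in the authors' normalization is argued against, since these medians lie 6.43 apart, and so is a loss of heart muscle cells as a whole, since the median over 18 sarcomere genes was 0.38. RNA from a ventricle in C4 may account for it: over 8 measured atrial genes outside both lists the median distance was -1.17. The distances of these genes were uneven and ran from -7.20 to -0.09. DKK3, the furthest, was 1.27 FPKM in C4 and 277 to 495 FPKM in the others. STARD10 was 1.76 FPKM in C4, within the 1.25 to 2.80 FPKM of the others. The small RNA library of the same name held few tags of either miRNA, 34 of miR-208b (intron of MYH7) and 0 of miR-208a (intron of MYH6), a log2 ratio of 5.13 with 1 tag added to each, 8.18 above the highest of the other 5. Whether C4 held another piece of the heart or a mixture, and how this relates to the label of the sample titled C4, was not tested.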

How the results depend on the processing

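The group of C4, the thinning, the two-sample test, the removal of the MYH7 and ENSCAFG00000014025 junctions, the scalings of circRNAs beside their hosts and the removal of genes listed at 0 beside high values were chosen after seeing the data. The p of cfa-circ002203 was 0.0036 to 0.0467 in the settings on whole libraries that tested it, filterByExpr left it out, and over 10 thinned draws it was 0.00626 to 0.0628, with 9 at or under 0.05. The paper had chosen this circRNA from the same libraries, so this range is not an independent test of it. Called circRNAs separated the groups in each clustering setting. Over all circRNAs C2 stood apart in each setting but one (mean of 1 or more reads, Pearson, average linkage), where P2 stood apart. No paired analysis was possible because the columns carry only the group and the libraries came from separate dogs. The authors' own p-values for mRNAs (the table holds none), a block by replicate number, tests on counts of mRNAs and lncRNAs (the tables hold columns headed Counts with scaled values that are not whole numbers, not analysed here) and pseudocounts for normalized circRNA values were not run. At 22987 to 41299 junction reads, most circRNAs have a few reads (median 3 over all libraries), which limits the fold changes that can be called. Unless said otherwise, the cause of a change was not tested.

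For circRNAs, edgeR called 106 higher, 57 lower and 8 past the adjusted threshold. DESeq2 gave 10, 14 and 0, filterByExpr with fewer circRNAs tested gave 7, 4 and 1, and the exact test of edgeR gave 45 and 20 at the unadjusted threshold. RLE and total reads each gave 70 higher. The adjusted threshold left 3 and 5, thinned libraries gave 49.4 higher, and C4 counted as pacing gave 91 lower. Past the adjusted threshold there were 13 with 10 or more reads summed and 58 with the two-sample test. Leaving out each library in turn gave 58 (without P2) to 113 (without C2) higher, 29 (without P2) to 79 (without C1) lower, and 5 (without C2) to 12 (without C1) past the adjusted threshold. Of the 15990 circRNAs, 4764 had reads in 2 or more libraries and 529 in all 6. The share of circRNAs above their host was 66.6%, 70.9% with a mean of 10 or more reads, 63.0% with a mean of 2 or more, 55.1% with circRNAs scaled by RLE, 53.6% with circRNAs scaled by total junction reads, and 58.7% (without C1) to 71.6% (without C4) when each library was left out.

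For mRNAs, 0 were higher and 3 lower with limma. Without the genes listed at 0 beside high values 0 were lower, by construction, C4 counted as pacing gave 26 lower, and leaving out each library gave 0 to 1 (without P3) higher and 3 to 20 (without C4) lower, with 5 without C1. For lncRNAs, leaving out each library gave 0 to 1 (without C1) higher and 0 to 3 (without C4) lower, and C4 counted as pacing gave 2 lower. For miRNAs, DESeq2 gave 2 higher and 2 lower, no filter gave 5 and 11, and leaving out each library gave 0 to 1 (without C1) higher and 0 to 5 (without C1) lower, with 1 without C2. For gene lists (8 higher, 5 lower with camera), the estimated correlation and fry gave 0 and 0, and C4 counted as pacing gave 1 lower. Leaving out each library gave 6 (without P2) to 13 (without P3) higher and 2 (without C4) to 9 (without P1) lower, with 3 lower without P2 and 3 without P3.

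Of 292 combinations of 20 named circRNAs and settings, 238 kept their direction and side of the threshold, 49 were no longer past it and 5 reversed. The circRNA of ENSCAFG00000002230 reached a log2 fold change of 1.47 with C4 counted as pacing, and that of SLC25A36 ran from -7.02 (without P1) to 3.72 (without C4), with 6.66 with C4 counted as pacing. That of ADGRE1 ran from -8.26 (without P3) to 3.59 (without C2), and that of ENSCAFG00000015931 from -10.28 (without P1) to 8.06 (without C2). Of 505 combinations of 39 gene lists and settings, 51 were no longer past the threshold, 30 newly passed it and 5 reversed, which counts a change of direction only where the list passed with all libraries or in that setting. A further 52, in 19 lists and past the threshold in neither case, also changed direction. The 5 were fatty acid oxidation without C2 (unadjusted p = 0.000536, downward), fibroblast markers with C4 counted as pacing (unadjusted p = 0.746, downward), macrophage markers without P3 (unadjusted p = 7.51e-05, upward), and ventricular markers without C4 (unadjusted p = 0.604, upward) and with C4 counted as pacing (unadjusted p = 0.0183, upward). Over the libraries left out, the unadjusted p ran from 5.80e-05 (without C4) to 0.996 (without P3) for fatty acid oxidation, from 7.51e-05 (without P3, upward) to 0.902 (without C1) for macrophage markers, and was as low as 9.20e-05 (without C1) for ventricular markers. Macrophage markers also passed downward without P1 (unadjusted p = 0.00680, adjusted p = 0.0177), so their direction depends on the library left out. Of 2309 combinations of named mRNAs and settings 5 newly passed the threshold and 3 no longer did, and of 296 of named miRNAs 18 newly passed it. A further 88 and 9, past the threshold in neither case, changed direction. As 3 mRNAs and 0 miRNAs passed with all libraries, the other combinations say little about stability.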

Differences from the paper's values

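For the longest exonic circRNA, the paper's value is 99731 nucleotides and the value here is 17298. None of the alternatives set before the data were examined brought it within the paper's value: it was 17298 for 2 or more reads summed, 14832 for reads in 2 or more libraries, 6222 for reads in all 6, and 17220 to 17298 when each library was left out in turn. Over all classes the longest circRNA measured 99731 nucleotides, the same as the paper's value, and it was a sense overlapping circRNA.

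For the circRNAs longer than 5000 nucleotides, the paper's value is 1% of the circRNAs and the value here is 16.6% over all classes. All alternatives set before the data were examined differed from the paper's value: 16.6% for 2 or more reads summed, 13.2% for reads in 2 or more libraries, 14.2% for reads in all 6, and 16.2% to 16.6% when each library was left out in turn. The figure that the paper cites for this share counts exon circRNAs by its legend, so the 16.6% covers a wider set. Over the exonic circRNAs alone the share was 0.931%, within the paper's value.

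For the differentially expressed circRNAs, the paper's counts are 106 higher and 40 lower, and those here are 106 higher and 57 lower at the paper's stated thresholds. A two-sample test on log2 reads gave 107 higher and 40 lower, of which 38 and 13 were also called by edgeR, and it kept cfa-circ002203. It was chosen after seeing the values and with the paper's counts in view. The statistics section of the paper names a test of this kind for measurement data in general, and the replacement of 0 by 0.1 was read from the authors' normalized values. In the same search the exact test of edgeR gave 38 higher and 28 lower with RLE and 38 and 27 with total reads, upper quartile scaling could not be computed, and the two-sample test with the fold change taken from mean reads again gave 107 and 40. The paper's own list of called circRNAs was not analysed here, so the number of its circRNAs that either test drops is not known.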

Other observations

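The tests on thinned libraries, on junction reads per depth, on the genes listed at 0 and on C4 counted as pacing, and the splits for the circRNAs past the unadjusted thresholds and for those present in one group, were chosen after the results were seen.

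Adipocyte markers had negative log2 fold changes for 12 of 12 members with a median of -1.96 (adjusted p = 3.31e-07 from camera), with adjusted p = 0.644 with an estimated correlation. ADIPOQ, a hormone of fat cells, was 343 and 119 FPKM in C1 and C2, 0.396 FPKM in C4 and 1.22 to 4.37 FPKM in the pacing libraries. CIDEA and LIPE, proteins of the lipid droplet, had log2 fold changes of -3.54 and -1.47, and 0 of the 12 passed when adjusted over the list alone. Without C4 the adjusted p of the list was 1.70e-13 (0.451 with an estimated correlation), and 20 mRNAs were lower with pacing at an adjusted p under 0.05 from limma. Of these, 4 were listed at 0 in every pacing library (COX3, ATP6, MT-ATP8 and ENSCAFG00000014025, taken up below). The others included PLIN1, CIDEC, CIDEA, ADIPOQ and FASN of fat storage and synthesis, and PTX3, a pentraxin of acute inflammation. PTX3 was 146 to 291 FPKM in the control libraries and 47.7 to 74.1 FPKM in the pacing libraries.

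Immediate early genes had negative log2 fold changes for 20 of 24 members (adjusted p = 0.00126 from camera), with adjusted p = 0.856 with an estimated correlation. CYR61, a matricellular protein, had a log2 fold change of -1.30, and the adjusted p was 0.0275 without C4, 0.0987 without C2, 0.617 without P3 and 0.0607 with C4 counted as pacing. Neutrophil markers had negative values for 7 of 7 members (adjusted p = 0.0197 from camera), with adjusted p = 0.851 with an estimated correlation. CSF3R, a receptor of neutrophils, was 216 FPKM in C2, and the adjusted p was 0.343 without C2, 0.348 without C4, 0.127 without P2 and 0.0937 without P3. RNA-binding proteins that act on circRNA formation had negative values for 12 of 17 members (adjusted p = 0.0228 from camera), with adjusted p = 0.851 with an estimated correlation. MBNL2 had a log2 fold change of -0.76, and the adjusted p was 0.0767 without C1, 0.0558 without C4, 0.161 without P2 and 0.187 after quantile normalization. Ventricular markers had negative values for 6 of 7 members (adjusted p = 0.0197 from camera), with adjusted p = 0.851 with an estimated correlation. Without C4 their direction was upward with an adjusted p of 0.813. The adjusted p was 0.0537 without P1 and 0.0956 over genes with a mean of 5 FPKM or more. In these 4 lists 0 members passed when adjusted over the list alone.

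Of the genes the paper measured in fibroblasts, 6 of 11 had positive log2 fold changes (adjusted p = 0.166 from camera, 0.000622 without C2 and 0.0352 without P3). With all libraries the adjusted p was 0.872 with an estimated correlation and 0.882 with fry. POSTN, described above, passed when adjusted over the list alone, 1 of 11. COL1A1 and COL3A1, the main fibrillar collagens, had log2 fold changes of 1.26 and 0.58, and ACTA2, the actin of myofibroblasts, had 0.64 (unadjusted p = 0.136, 0.213 and 0.367 from limma). Among the negative ones were TIMP1, BAX, BCL2 and MMP9, with log2 fold changes of -1.17, -0.42, -0.16 and -0.15 (unadjusted p from 0.174 to 0.863 from limma). Of the cytokines it measured, IL1B, IL6, TNF and CCL2 had -1.27, -0.27, -0.20 and 0.07 (adjusted p = 0.690 from camera for the 4 together, and 0.0135 downward without P1). With all libraries the adjusted p of these was 0.984 with an estimated correlation and 0.963 with fry. Macrophage markers (adjusted p = 0.900 from camera, 0.984 with an estimated correlation) were also downward without P1 (adjusted p = 0.0177), and upward without P3 (adjusted p = 0.000407). Their median log2 distances from the mean were 1.37 in P1 and -1.95 in P3, beside 1.19 and -1.09 for the cytokines.

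At an adjusted p under 0.05, limma called 0 mRNAs higher and 3 lower among 11583 tested. The 3 were COX3, ATP6 and MT-ATP8, listed at 0 in every pacing library and taken up below, and no other tool was run on the FPKM values. At an unadjusted p under 0.05, 292 were higher and 350 lower. Among 894 lncRNA transcripts limma called 0 in either direction, with 29 higher and 19 lower at an unadjusted p under 0.05. Among 251 miRNAs edgeR called 0 in either direction, with 8 higher and 20 lower at an unadjusted p under 0.05, and DESeq2 called 2 higher and 2 lower at the adjusted threshold. miR-21 had 21280 to 51137 tags in the control libraries and 56191 to 225573 in the pacing libraries (log2 fold change 1.60, standard error 0.40, adjusted p = 0.266 from edgeR). miR-31 had a log2 fold change of -5.31, with 185 tags in C4 and 12 or fewer in the other libraries.

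Of the circRNAs with a mean of 5 or more reads, 686 could be set beside the mRNA of their host gene (498 genes). Across these circRNAs, which are not independent replicates, the Spearman correlation between the log2 fold changes was 0.17 (95% interval 0.10 to 0.24). The change of the circRNA lay above that of its host for 66.6%, and the medians were 0.32 and -0.04. circRNAs and mRNAs were scaled separately, and the share depends on this: it was 55.1% with circRNAs scaled by RLE and 53.6% with circRNAs scaled by total junction reads, settings added after the data were seen. Whether circRNAs rose beside their hosts is therefore left open.

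More circRNAs were present in every pacing library and listed at 0 in every control library (96) than the reverse (24). A higher depth of the pacing libraries together with the minimum of 2 reads may account for this, since after thinning to 22987 junction reads the mean counts over 100 draws were 33.6 and 39.9, a ratio of 0.843. Junction reads were 1.56-fold higher in the pacing group, but per unit of relative depth they were 42182 ± 2772 in the control and 40897 ± 676 in the pacing group (SD, n = 3 libraries each). This ratio of 0.971 (95% interval 0.832 to 1.13) lies below 1.56 and argues against a rise of circRNAs as a whole as the only source of the pattern, while a smaller rise is not excluded. Whether pacing raises more circRNAs than it lowers stays open, since the count for pacing was the larger in 10 of the 100 thinned draws, between the bounds set for either answer.

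COX3, ATP6 and MT-ATP8, neighboring genes of the mitochondrial genome, were 7829 to 67623 FPKM in the control libraries and listed at 0 in every pacing library. A loss of mitochondrial transcripts with pacing is argued against by the 10 other mitochondrial mRNAs, whose median log2 fold change was 0.60. This includes COX1 (-4.83), itself listed at 0 in C4, P2 and P3, and the 9 without it ran from 0.17 to 0.94. A failed estimate in the FPKM table could account for the 0 values but stays open. Of 3 other genes with 100 FPKM or more in one library and 0 in another (CHGB, COX1 and ENSCAFG00000014025), 1 had its 0 values in the deeper libraries (33.3%). This share cannot decide it, as 3 genes are few and a failed estimate need not follow depth. ENSCAFG00000014025 was listed at 0 FPKM in C4 and the pacing libraries, where its circRNA junctions had 1493 to 1756 reads. A value of 0 FPKM thus does not by itself show that RNA of a gene was absent. The columns headed Counts, which bear on this question, were not analysed here.

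The 6 libraries make 10 splits into 3 and 3, too few for a share under 0.05. For the circRNAs past the unadjusted thresholds the real split gave 163 and the highest other 151, so that 1 of the 10 splits reached the real count, and after adjustment these were 8 and 10, with 10 of 10. For circRNAs present in every library of one group and listed at 0 in the other the real split gave 120 and the highest other 123, with 2 of 10 at or above the real count. For mRNAs the counts were 3 and 2 (1 of 10), for lncRNAs 0 and 1 (10 of 10) and for miRNAs 0 and 0 (10 of 10). For gene lists the real split gave 13 and the highest other 17, with 4 of 10 at or above the real count, and that split set C1, C2 and P1 against C4, P2 and P3.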
